# Menin and Menin-Associated Proteins Coregulate Cancer Energy Metabolism

**DOI:** 10.3390/cancers12092715

**Published:** 2020-09-22

**Authors:** Chih-Wei Chou, Xi Tan, Chia-Nung Hung, Brandon Lieberman, Meizhen Chen, Meena Kusi, Kohzoh Mitsuya, Chun-Lin Lin, Masahiro Morita, Zhijie Liu, Chun-Liang Chen, Tim Hui-Ming Huang

**Keywords:** menin, menin-associated proteins, oxidative phosphorylation, glycolysis, circulating tumor cells

## Abstract

**Simple Summary:**

Maintaining the energy stability is critical for cell surviving and adapting in a vagary environment. Glycolysis and mitochondrial oxidative phosphorylation (OXPHOS) are two major energy production pathways in cells. Here we demonstrated that menin regulates the expression of OXPHOS and glycolytic genes, and this regulation can further be modified by a group of menin-associated proteins (MAPs) including KMT2A, MED12, WAPL, and GATA3. Downregulation of menin and MAP genes altered the proportion of glycolysis and OXPHOS for energy generation, and we found a counteracting function of menin and MAPs when the shRNA knockdown cells are exposed to metabolic stress. Menin and MAPs may serve as transcriptional sensors for balancing the preference between glycolysis and OXPHOS. This coordinated regulation is crucial for cell adaption to stressful microenvironments using different pathways for energy production.

**Abstract:**

The interplay between glycolysis and mitochondrial oxidative phosphorylation (OXPHOS) is central to maintain energy homeostasis. It remains to be determined whether there is a mechanism governing metabolic fluxes based on substrate availability in microenvironments. Here we show that menin is a key transcription factor regulating the expression of OXPHOS and glycolytic genes in cancer cells and primary tumors with poor prognosis. A group of menin-associated proteins (MAPs), including KMT2A, MED12, WAPL, and GATA3, is found to restrain menin’s full function in this transcription regulation. shRNA knockdowns of menin and MAPs result in reduced ATP production with proportional alterations of cellular energy generated through glycolysis and OXPHOS. When shRNA knockdown cells are exposed to metabolic stress, the dual functionality can clearly be distinguished among these metabolic regulators. A MAP can negatively counteract the regulatory mode of menin for OXPHOS while the same protein positively influences glycolysis. A close-proximity interaction between menin and MAPs allows transcriptional regulation for metabolic adjustment. This coordinate regulation by menin and MAPs is necessary for cells to rapidly adapt to fluctuating microenvironments and to maintain essential metabolic functions.

## 1. Introduction

Menin encoded by the *MEN1* gene is a multifaceted protein participating in a variety of cellular functions [1]. Earlier studies revealed that germline mutations accompanied by somatic alterations of *MEN1* lead to the development of multiple endocrine neoplasia type 1 in endocrine glands [2]. Through a two-hit mechanism, this tumor-suppressor inactivation has also been observed in lung, breast, and gastrointestinal cancers [3,4,5]. Although *MEN1* is well recognized as a classical tumor-suppressor gene, subsequent studies found aberrant upregulation of the gene in solid tumors and leukemias [6,7]. The gene product, menin, appears to interact with oncoproteins to promote transcription programs for cellular transformation and proliferation [8,9]. In particular, menin forms a complex with KMT2A (formerly MLL1) or other family proteins to activate gene transcription via histone methylation and deacetylation in solid tumors [10,11]. Recent findings indicated that menin collaborates with hormone signaling involved in the progression of breast and prostate cancers [10,12]. Indeed, the initial evidence points to complex regulatory roles of menin in response to different physiological conditions [13].

A growing body of studies has now implicated that menin acts as a transcriptional driver, engaging in two regulatory events for tumor-promoting and tumor-suppressing activities, respectively [13,14]. To do so, menin must interact with different factors to specify the active or suppressive mode for regulating gene transcription. Biochemical and crystal structural analyses revealed that menin is a scaffold protein providing multiple docking sites for transcriptional machinery components [1,14,15]. Further studies found that menin individually cooperates with oncogenic signaling components, including TGF-β/SMDAs, NFκB, β-catenin, estrogen receptor alpha (ERα), and an androgen receptor, for transcriptional modulation of downstream targets responsible for cellular transformation and proliferation, DNA replication and repair, chromatin modification, and hormone resistance [9,12,16,17,18]. While these studies give insights into a multifaceted role of menin in oncogenesis, it is still a challenge to know how menin interacts with diverse protein partners in cancer cells responding to different microenvironments.

To this end, we combined RNA-seq transcriptomic profiles, BioID protein–protein interactions [19], and in silico correlation comparisons to investigate crucial functions of menin in breast cancer cells. The rationale was that menin had been implicated as a proliferative determinant during breast tumorigenesis [10]. In addition to confirming a role of menin in ERα-modulated signaling [10,18], our integrated analysis identified a group of menin-associated proteins (MAPs) for transcriptional regulation of genes involved in metabolic energy pathways, including glycolysis and mitochondrial oxidative phosphorylation (OXPHOS) [20]. As a positive modulator, menin interacts with a MAP for metabolic regulation in a context-dependent manner. Whereas a MAP negatively influences OXPHOS, the same protein may positively regulate glycolysis. Furthermore, we set out to demonstrate that close-proximity interactions between these proteins are essential for the coregulation of metabolic gene transcription in response to microenvironmental changes.

## 2. Results

### 2.1. Gene Transcription of Energy Metabolism Pathways Modulated by MEN1

Increased *MEN1* expression was found in primary breast tumors relative to normal controls in The Cancer Genome Atlas (TCGA) cohort (*p* < 0.001, Figure S1A). The upregulation was positively associated with elevated *MEN1* copy-numbers (*p* < 0.0001, Figure S1B). In addition, patients with ERα-positive tumors that displayed high expression levels or elevated copy-numbers of *MEN1* appeared to have poor prognosis (Figure S1C,D). To further investigate how this aberrant expression contributes to tumorigenesis, we performed an RNA-seq analysis of *MEN1* shRNA knockdown in two ERα-positive breast cancer cell lines T47D and MCF-7, respectively (Figure 1A,B). 

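T47D and MCF-7 are established cell lines of luminal, ERα-positive breast cancer. Each was infected with a lentivirus that carried the shRNA against MEN1 (shMEN1 cells) or with the empty pLKO.1-puro virus (vehicle cells), and RNA from 2 biological replicates of each of the 4 groups was sequenced, 8 libraries in all. The authors aligned the reads to GRCh38 with STAR (2.5.3a in the submitters' processing notes) and counted genes with RSEM. Their deposited tables give an expected count, a TPM and an FPKM for each of 58302 genes. Expected counts summed to 31266195 and 41328843 in the T47D vehicle libraries and to 34227161 and 32985029 in the T47D shMEN1 libraries. The MCF-7 vehicle libraries held 34963983 and 32503299, and the MCF-7 shMEN1 libraries 30920989 and 40163648. Transcripts of the mitochondrial genome, which encodes 13 OXPHOS subunits, took 2.04% and 2.49% of the counts in T47D vehicle cells and 3.71% and 3.49% in T47D shMEN1 cells. In MCF-7 these shares were 2.82% and 3.16% with vehicle and 3.95% and 4.22% with shMEN1. For the values given here, the expected counts were rounded, scaled by TMM and fitted with edgeR's quasi-likelihood model over all 8 libraries, and a gene was called at an adjusted p under 0.05 among 18767 genes tested. Gene lists (pathways, complexes and cell type markers) were fixed before the data were examined here. Some follow pathway names that the paper drew from these same libraries, so they are not independent of the data. The lists were tested with camera, limma's test of a list against all other genes, at a preset correlation of 0.01 between genes. A list's median log2 fold change comes from limma voom. With a correlation estimated from the data no list passed the threshold, and that adjusted p stands beside each list that camera called. That mode of camera also rests on the few residual degrees of freedom of 8 libraries in 4 groups. It is therefore stricter even where the estimated correlation is low. For genes induced by estrogen in T47D the estimate was -0.017, yet camera's unadjusted p went from 1.8e-10 to 0.0017. A list call lost this way does not measure correlation between genes alone. Replicates lay close in vehicle cells and apart in shMEN1 cells. Over 10101 well-covered genes the SD of the log2 CPM difference between the replicates was 0.20 for T47D vehicle, 0.53 for T47D shMEN1, 0.15 for MCF-7 vehicle and 0.48 for MCF-7 shMEN1. In simulated T47D data of this size, with 64, 69 and 58 genes changed 1.5-fold, 2-fold and 4-fold, edgeR recovered 4.69%, 31.9% and 75.9%. Far more genes were called in the real T47D data, which loosens the adjusted threshold there, so recovery may be higher in it. The simulated genes were also independent and had the same dispersion in all groups, unlike the real replicates. Small changes can still be missed at this depth and n. The T47D libraries also differ in how counts follow GC content. Over 13306 genes, log2 expression relative to the mean of the libraries rose by 0.39 and 0.24 per 10% of GC in the vehicle replicates and had slopes of -0.10 and -0.53 in the shMEN1 replicates, while the 4 MCF-7 slopes lay between -0.05 and 0.07. In MCF-7 shMEN1 replicate 2 the counts came from shorter transcripts than in the other 7 libraries, with a slope of -0.20 log2 units per doubling of effective length.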

Differentially expressed genes (i.e., fold change ≥1.5 and ≤0.66 for upregulated and downregulated genes, respectively, from two biological repeats) were identified in both shRNA knockdown cells relative to vehicle controls. 

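VGLL1 (ENSG00000102243), a cofactor of TEAD transcription factors on chromosome X of GRCh38 from 136532215 to 136556807, rose in both knockdown lines. Its TMM-normalized CPM went from 0.313 ± 0.173 (SD, n = 2) in vehicle to 19.3 ± 0.284 (SD, n = 2) in shMEN1 T47D cells, a log2 fold change of 5.89 (standard error 0.38, adjusted p = 0.00024 from edgeR). In MCF-7 cells it went from 0.0607 ± 0.0454 CPM, a few counts per library, to 10.5 ± 1.86 CPM, a log2 fold change of 7.38 (standard error 0.48, adjusted p = 0.00015 from edgeR). CYP1A1, a cytochrome P450 induced through the aryl hydrocarbon receptor, also rose in both lines, by 3.65 and 5.20 on the log2 scale (standard errors 0.31 and 0.39, adjusted p = 0.00036 and 0.00034 from edgeR). TFF3 (ENSG00000160180), a secreted trefoil factor induced by estrogen, lies on chromosome 21 from 42311667 to 42315409. It fell from 30.7 ± 11.5 to 1.66 ± 0.464 CPM in T47D and from 56.2 ± 5.82 to 8.93 ± 2.65 CPM in MCF-7 (SD, n = 2 each), with log2 fold changes of -4.20 and -2.65 (adjusted p = 0.00041 and 0.0021 from edgeR). NKAIN1, which encodes a protein that binds the sodium pump, fell in both lines as well, with log2 fold changes of -4.16 and -2.99 (adjusted p = 0.00022 and 0.00054 from edgeR). Other large changes in T47D were those of HMGCS2, the mitochondrial enzyme that starts ketone body synthesis, at -6.62 (standard error 0.40), and ADGRF1, an adhesion G-protein-coupled receptor, at 4.74 (standard error 0.26). In MCF-7 they included GABRP, a subunit of the GABA-A receptor, at 7.17 (standard error 0.40), the glucose transporter SLC2A3 at 6.32 (standard error 0.29) and the thyroid hormone-responsive gene THRSP at -5.05 (standard error 0.44). The paper's fold rule was read here as a ratio of mean FPKM of at least 1.5 or at most 0.66. It was applied to genes with a mean FPKM of at least 10 in either arm, a detail that the paper's text leaves open. By this reading 1688 genes were up and 1910 down in T47D (of 8337), and 1023 were up and 642 down in MCF-7 (of 8363). In both lines 294 genes were up and 208 down. Of these genes edgeR also called 1413 of the up and 1693 of the down genes in T47D, and 350 of the up and 394 of the down genes in MCF-7. With TPM in place of FPKM the rule gave 766 genes up and 981 down in MCF-7, and with TMM-normalized CPM 806 up and 806 down. The rule carries no replicate error. Applied to shMEN1 replicate 1 against shMEN1 replicate 2, it took 1064 genes in T47D and 1761 in MCF-7, and between the vehicle replicates 197 and 127. These compare single libraries, while the rule compares means of 2. With 2 libraries on each side and the arms mixed, it took 362 and 64 genes in T47D and 290 and 199 in MCF-7. For shMEN1 against vehicle the totals were 3598 and 1665.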

Although the knockdown efficiencies (i.e., 88–95% at the RNA level and 40–60% at the protein level) were comparable in both cell lines, more differentially expressed genes were observed in T47D knockdown cells than in MCF-7 knockdown cells (Figure 1C). 

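MEN1 (ENSG00000133895), which encodes menin, lies on the minus strand of chromosome 11 of GRCh38 from 64803510 to 64811294. In T47D cells it fell from 69.8 ± 8.26 CPM (SD, n = 2) with vehicle to 7.8 ± 3.66 CPM (SD, n = 2) with shMEN1, a log2 fold change of -3.16 (standard error 0.30, adjusted p = 0.00049 from edgeR), which is 88.8% less RNA (SD between the shMEN1 replicates 5.25 percentage points). In MCF-7 cells it fell from 58.3 ± 1.98 to 15.2 ± 0.238 CPM (SD, n = 2 each), a log2 fold change of -1.94 (standard error 0.29, adjusted p = 0.0046 from edgeR), which is 73.9% less RNA (SD 0.409 percentage points). Every shMEN1 library had less MEN1 than every vehicle library of its line. The MEN1 difference between the lines, -1.22 on the log2 scale, did not pass the test (adjusted p = 0.065 from edgeR's interaction term), but it did with DESeq2 (adjusted p = 0.019), with voom (adjusted p = 0.044), without a filter on low counts (adjusted p = 0.0034) and, at -1.80, without T47D shMEN1 replicate 1. With each library's GC trend removed, a setting chosen after the data were seen, the MEN1 difference was -0.24 (adjusted p = 0.48 from edgeR). In T47D the GC slopes differ between the arms, so this removal also takes out any knockdown effect that follows GC. Across all genes edgeR called 3012 higher and 4005 lower in T47D shMEN1 cells, 7017 in all, and 1069 higher and 896 lower in MCF-7 shMEN1 cells, 1965 in all. Higher in both lines were 432 genes, VGLL1 and CYP1A1 among them, where independent lists would share 172. Lower in both were 395, with TFF3 and NKAIN1 among them, where independent lists would share 191. Independence is a loose reference. Both lines were tested in the same fit, which shares each gene's spread, so genes that are easier to call can enter both lists. The change itself differed between the lines for 2795 genes by the interaction term. The T47D total was 2407 without T47D vehicle replicate 1, 3769 without T47D vehicle replicate 2 and 3896 without T47D shMEN1 replicate 2. The MCF-7 total was 286 without MCF-7 vehicle replicate 1, 302 without MCF-7 vehicle replicate 2, 3807 without MCF-7 shMEN1 replicate 1, 1156 without T47D vehicle replicate 1 and 1148 without T47D vehicle replicate 2. The interaction count was 300 without T47D vehicle replicate 1, 970 without T47D vehicle replicate 2, 5461 without T47D shMEN1 replicate 1, 1042 without T47D shMEN1 replicate 2, 105 without MCF-7 vehicle replicate 1, 200 without MCF-7 vehicle replicate 2 and 5191 without MCF-7 shMEN1 replicate 1. Each of these fits leaves 1 library in a group and shares its estimate of spread across the groups. Vehicle replicates lay closer than shMEN1 replicates, so a total can move through that estimate as well as through fold changes. The MCF-7 total moved even when a T47D vehicle library was left out. Without the GC trend the calls were 1945 higher and 4069 lower in T47D and 1658 higher and 1630 lower in MCF-7. 

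**Figure D1:**
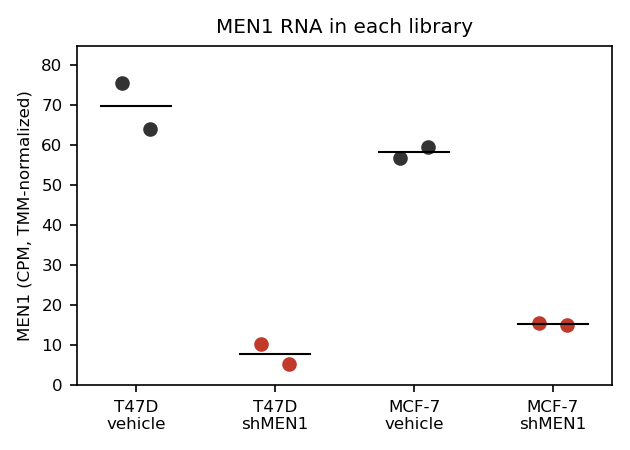
MEN1 expression as TMM-normalized CPM (vertical axis) in T47D and MCF-7 cells with vehicle (dark points) or shMEN1 (red points). Each point is 1 library and each line the mean of 2, which fell from 69.8 to 7.80 CPM in T47D and from 58.3 to 15.2 CPM in MCF-7.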

The gene set enrichment analysis also reflected more notable impacts of menin on signaling transduction pathways in T47D cells relative to MCF-7 cells (Figure 1D). 

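Genes induced by interferon shifted downward as a group in T47D shMEN1 cells. Of 47 measured members, 35 were lower, 1 was higher and 11 did not pass the test (39 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -1.34 (adjusted p = 1.6e-10 from camera, adjusted p = 0.65 with an estimated correlation). ISG15, a ubiquitin-like protein conjugated to other proteins in antiviral defense, went from 12.1 ± 5.64 to 0.294 ± 0.371 CPM (SD, n = 2 each), a log2 fold change of -5.30 (standard error 0.72, adjusted p = 0.0015 from edgeR). IRF7, a transcription factor of interferon genes, fell by 4.50 on the log2 scale, and both were lower still without T47D shMEN1 replicate 1, at -8.42 and -7.29. In MCF-7 cells 4 of the 47 were higher and 43 did not pass the test (4 higher when adjusted over the list alone), with a median log2 fold change of 0.35 (adjusted p = 0.0061 from camera, adjusted p = 0.66 with an estimated correlation). The antiviral gene RSAD2 was 1 of the 4, at 1.27, a call lost without MCF-7 vehicle replicate 1 (1.17) or MCF-7 vehicle replicate 2 (1.35). The MCF-7 list call was lost without MCF-7 vehicle replicate 1 (median 0.22, adjusted p = 0.11) and MCF-7 shMEN1 replicate 2 (median 0.12, adjusted p = 0.092), and the median was 0.55 without MCF-7 shMEN1 replicate 1. Of 18 transcription targets of the ERK pathway, 8 were lower and 2 higher in T47D (8 and 3 when adjusted over the list alone), among them EGR1, an immediate early transcription factor, at -3.85 (standard error 0.29, adjusted p = 0.00034 from edgeR), FOS at -2.56 and the ERK phosphatase DUSP4 at -3.19. In MCF-7 4 of the 18 were higher and 2 lower (5 and 2 when adjusted over the list alone). EGR1 was among the higher at 1.17, a call lost without MCF-7 vehicle replicate 1 (1.16) or MCF-7 vehicle replicate 2 (1.17), and the difference between the lines was -5.02 (adjusted p = 0.0021 from edgeR's interaction term). The medians were -0.20 (adjusted p = 0.20 from camera) and 0.10 (adjusted p = 0.27 from camera), and that of T47D was -0.57 without T47D shMEN1 replicate 2 and -0.43 with the GC trend removed, neither called. It passed the test with fry (adjusted p = 0.0066) and without a filter on low counts. Of 20 genes of NF-kB and IL-17 signaling, 3 were higher and 4 lower in T47D and 3 were higher and 2 lower in MCF-7, and the counts were the same when adjusted over the list alone. IER3, an early response gene, fell in both lines at -1.50 and -1.74, and RELB, an NF-kB subunit, rose in MCF-7 at 2.37. The medians were 0.16 (adjusted p = 0.86 from camera) and 0.24 (adjusted p = 0.68 from camera). Of 21 genes of G proteins and adenylyl cyclases, 3 were higher and 7 lower in T47D (3 and 7 when adjusted over the list alone) and 3 were lower in MCF-7 (4 when adjusted over the list alone), including the adenylyl cyclases ADCY9 in T47D at -1.53 and ADCY1 in MCF-7 at -1.74. The medians were -0.36 (adjusted p = 0.35 from camera) and -0.10 (adjusted p = 0.21 from camera). Olfactory receptors were near the detection limit. Of 7 measured, edgeR called OR2A42 and OR5AU1 higher in T47D (2 when adjusted over the list alone), calls lost without T47D vehicle replicate 1 (4.05 and 3.72, from 4.75 and 4.42) or T47D vehicle replicate 2 (6.97 and 6.64). It called 0 in MCF-7, where 1 was higher when adjusted over the list alone and 1 at an unadjusted p under 0.05, DESeq2 and voom each called 1 and limma on log2(FPKM + 1) called 0. The medians were 1.55 (adjusted p = 0.18 from camera) and -0.05 (adjusted p = 0.81 from camera). That of T47D lay at 0.086 to 0.62 when a library was left out, and the list passed the test with fry (adjusted p = 0.0048).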

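Keratins and genes of the cornified envelope, the barrier of differentiated skin cells, shifted upward as a group in MCF-7 shMEN1 cells. Of 34 measured, 18 were higher, 2 lower and 14 without a call (20 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 1.02 (adjusted p = 2.9e-06 from camera, adjusted p = 0.19 with an estimated correlation). On log2(FPKM + 1) 10 were higher and the median was 0.48. KRT5, a keratin of basal epithelial cells, went from 0.195 ± 0.074 to 2.58 ± 0.289 CPM (SD, n = 2 each), a log2 fold change of 3.71 (standard error 0.43, adjusted p = 0.0016 from edgeR). T47D cells had 6 of the 34 higher and 9 lower (6 and 9 when adjusted over the list alone), and a median of -0.01 (adjusted p = 0.98 from camera). Of 41 genes of the extracellular matrix and its receptors, 18 were lower and 3 higher in T47D (19 and 3 when adjusted over the list alone), among them the collagen COL18A1 at -3.58, with a median log2 fold change of -0.76 (adjusted p = 0.026 from camera, adjusted p = 0.76 with an estimated correlation). The T47D call was lost with the GC trend removed (median -0.25, adjusted p = 0.34) and on log2(FPKM + 1) (median -0.40, adjusted p = 0.061). In MCF-7 9 of the 41 were higher and 2 lower (11 and 3 when adjusted over the list alone, 15 and 2 with the length trend removed), with a median log2 fold change of 0.31 (adjusted p = 0.0055 from camera, adjusted p = 0.66 with an estimated correlation). TIMP2, an inhibitor of matrix metalloproteinases, rose at 1.67 and SPARC, a matrix glycoprotein of low expression, at 4.62 (8.35 without MCF-7 vehicle replicate 1). The list call was lost without MCF-7 shMEN1 replicate 1 (median 0.09, adjusted p = 0.19) and the median was 0.59 without MCF-7 shMEN1 replicate 2.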

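Genes of DNA replication and the cell cycle shifted downward as a group in T47D shMEN1 cells, 15 of 46 being lower (15 when adjusted over the list alone), with a median log2 fold change of -0.29 (adjusted p = 0.0043 from camera, adjusted p = 0.76 with an estimated correlation). MCM5, a subunit of the replicative helicase, fell by 2.37 on the log2 scale (standard error 0.29) and the proliferation factor MYBL2 by 2.06. The list call was lost without T47D shMEN1 replicate 1 (median -0.21, adjusted p = 0.080), and with the GC trend removed the median was -0.70 and 29 were lower. In MCF-7 1 of these 46 was lower and the median was -0.05 (adjusted p = 0.27 from camera), and -0.32 (adjusted p = 1.8e-05) without MCF-7 shMEN1 replicate 2 and 0.18 (adjusted p = 0.19) without MCF-7 shMEN1 replicate 1. Adjusted over the list alone edgeR called 0 in MCF-7, against 2 higher and 5 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 0 higher and 3 lower, voom 0 and 1, and limma on log2(FPKM + 1) 0 and 1. Genes of DNA double-strand break repair had a median of -0.37 in MCF-7 (adjusted p = 0.00085 from camera, adjusted p = 0.44 with an estimated correlation, -0.22 without MCF-7 shMEN1 replicate 2, -0.18 on log2(FPKM + 1)), and 2 of 34 were lower. Adjusted over the list alone edgeR called 0 in MCF-7, against 0 higher and 9 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 0 higher and 5 lower, voom 0 and 4, and limma on log2(FPKM + 1) 0 and 0. In T47D 4 of the 34 were higher and 6 lower (4 and 6 when adjusted over the list alone), the recombinase RAD51 at -1.45 among them, with a median of -0.17 (adjusted p = 0.56 from camera). Removing the GC trend gave a T47D median of -0.52 (adjusted p = 0.00071), which passed the test, and edgeR called 0 higher and 17 lower. Genes of rRNA processing had a median log2 fold change of -0.30 (adjusted p = 0.00054 from camera, adjusted p = 0.44 with an estimated correlation) in MCF-7, with 4 of 42 lower (6 when adjusted over the list alone) and 11 lower with the GC trend removed. The nucleolar chaperone NOLC1 went from 253 ± 2.02 to 108 ± 3.43 CPM. T47D had 8 higher and 6 lower (8 and 6 when adjusted over the list alone), and a median of 0.14 (adjusted p = 0.37 from camera). There, 1 was higher and 5 lower with the GC trend removed (median -0.12), and 13 higher and 7 lower with the length trend removed. Zinc finger genes named ZNF and a number, many of them repressors of transcription, shifted upward in T47D, with 115 of 479 higher and 54 lower (113 and 54 when adjusted over the list alone), with a median log2 fold change of 0.30 (adjusted p = 0.00058 from camera, adjusted p = 0.76 with an estimated correlation). That median was 0.19 without T47D shMEN1 replicate 2 and -0.04 with the GC trend removed, where 48 were higher and 63 lower. MCF-7 had 13 higher and 4 lower and a median of -0.02 (adjusted p = 0.86 from camera), which was -0.15 (adjusted p = 0.046) without MCF-7 shMEN1 replicate 1 and 0.15 (adjusted p = 0.018) without MCF-7 shMEN1 replicate 2. Adjusted over the list alone 2 were higher, while over all genes 29 were higher and 14 lower with the GC trend removed and 21 and 6 with the length trend removed. Glycosphingolipid metabolism had 4 of 23 genes higher and 7 lower in T47D (5 and 8 when adjusted over the list alone), and 5 higher and 3 lower in MCF-7 (10 and 3 when adjusted over the list alone, 9 and 4 with the GC trend removed), the ganglioside synthase ST3GAL5 at -1.90 among them. The medians were -0.13 (adjusted p = 0.56 from camera) and 0.36 (adjusted p = 0.13 from camera), and on log2(FPKM + 1) that of MCF-7 was 0.45 and passed the test (adjusted p = 0.033).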

Consistent with a previous finding [10], the pathway analysis confirmed a role of menin in regulating ERα signaling in breast cancer cells. 

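ESR1 (ENSG00000091831), which encodes ERα, lies on chromosome 6 of GRCh38 from 151656691 to 152129619. It went from 209 ± 6.4 to 62.4 ± 9.23 CPM in T47D (SD, n = 2 each), a log2 fold change of -1.74 (standard error 0.20, adjusted p = 0.00088 from edgeR), and from 234 ± 4.68 to 96.6 ± 23 CPM in MCF-7, a log2 fold change of -1.28 (standard error 0.20, adjusted p = 0.0057 from edgeR). GATA3, a luminal transcription factor that acts with ERα, fell as well, by 1.87 in T47D and 1.11 in MCF-7 on the log2 scale (adjusted p = 0.00035 and 0.0031 from edgeR). Of 40 genes induced by estrogen, 28 were lower, 2 higher and 10 without a call in T47D (29 lower and 2 higher when adjusted over the list alone). In MCF-7 18 were lower, 3 higher and 19 without a call (20 lower and 5 higher when adjusted over the list alone). The medians were -1.08 in T47D (adjusted p = 3.6e-09 from camera, adjusted p = 0.069 with an estimated correlation) and -0.64 in MCF-7 (adjusted p = 2.9e-06 from camera, adjusted p = 0.13 with an estimated correlation). SERPINA1, a protease inhibitor, fell in both lines at -1.13 and -2.70. In T47D the lysosomal protease CTSD fell at -2.90 and the amino acid transporter SLC7A5 at -2.77, while AREG, a ligand of EGFR, rose in MCF-7 at 2.93 (adjusted p = 0.00039 from edgeR). Of 17 genes of luminal identity, ESR1 and GATA3 included, 7 were lower and 2 higher in T47D (7 and 2 when adjusted over the list alone), the ETS factor SPDEF at -3.10 among them, and 4 were lower in MCF-7 (7 when adjusted over the list alone). Their medians, -0.47 and -0.12, did not pass the test (adjusted p = 0.092 and 0.10 from camera). Both passed without a filter on low counts, with fry and without MCF-7 shMEN1 replicate 2 (-0.48 and -0.27), and that of T47D also without MCF-7 shMEN1 replicate 1 (-0.48) and with the length trend removed (-0.62, adjusted p = 0.037). MYC fell in T47D at -1.30 (standard error 0.16, adjusted p = 0.0011 from edgeR) and had a log2 fold change of -0.39 in MCF-7 (adjusted p = 0.15). Leaving out MCF-7 vehicle replicate 1 ended the MCF-7 calls of ESR1 (-1.26, adjusted p = 0.062) and GATA3 (-1.08, adjusted p = 0.054), and leaving out MCF-7 vehicle replicate 2 that of ESR1 (-1.31, adjusted p = 0.054).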

Surprisingly, we found that metabolic energy pathways were the most affected by *MEN1* knockdown (Figure 1D,E). In particular, the *MEN1* knockdown had a greater influence on genes encoding structural components and regulatory functions for glycolysis and OXPHOS (Figure 1F). 

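Enzymes and regulators of fatty acid synthesis shifted downward as a group in both knockdown lines. Of 16 measured, 11 were lower and 1 higher in T47D (11 and 1 when adjusted over the list alone), with a median log2 fold change of -0.97 (adjusted p = 0.0018 from camera, adjusted p = 0.65 with an estimated correlation), and 5 were lower and 1 higher in MCF-7 (9 and 2 when adjusted over the list alone), with a median log2 fold change of -0.68 (adjusted p = 0.00070 from camera, adjusted p = 0.42 with an estimated correlation). On log2(FPKM + 1) the T47D median was -0.61, and with the GC trend removed 9 were lower and 2 higher in MCF-7. FASN (ENSG00000169710), which makes palmitate, lies on chromosome 17 of GRCh38 from 82078338 to 82098294. It went from 384 ± 157 to 50.6 ± 40.1 CPM in T47D (SD, n = 2 each), a log2 fold change of -2.92 (standard error 0.53, adjusted p = 0.0042 from edgeR), and had a log2 fold change of -0.72 in MCF-7 that did not pass the test (adjusted p = 0.39 from edgeR). SREBF1, the transcription factor of lipid synthesis, fell in T47D at -2.34 (standard error 0.30, adjusted p = 0.0013 from edgeR). THRSP, a regulator of lipogenesis, fell in MCF-7 from 2.4 ± 0.118 to 0.0665 ± 0.0518 CPM. Of 23 genes of cholesterol synthesis and SREBP2 targets, 11 were lower and 2 higher in T47D (11 and 2 when adjusted over the list alone), with a median log2 fold change of -0.51 (adjusted p = 0.0052 from camera, adjusted p = 0.76 with an estimated correlation). The LDL receptor LDLR fell by 1.63 and SREBF2 by 1.78 on the log2 scale (standard errors 0.21 and 0.20). In MCF-7 edgeR called 0 of these 23, against 1 higher and 1 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 0 higher and 1 lower, voom 0 and 1, and limma on log2(FPKM + 1) 0 and 0. The MCF-7 median was 0.11 (adjusted p = 0.69 from camera), 0.39 without MCF-7 shMEN1 replicate 1 and, at the lowest, -0.15 with another library left out. Of 20 genes of fatty acid oxidation, 3 were higher and 6 lower in T47D and 2 higher and 1 lower in MCF-7, with the same counts when adjusted over the list alone. ACADS, the short-chain acyl-CoA dehydrogenase, fell by 3.90 and the electron transfer flavoprotein subunit ETFB by 1.99 in T47D. The medians were -0.07 (adjusted p = 0.44 from camera) and -0.02 (adjusted p = 0.92 from camera). That of T47D was -0.43 (adjusted p = 0.011) with the GC trend removed, which passed the test, with 1 gene higher and 10 lower. Of 14 enzymes of the tricarboxylic acid cycle, 2 were higher and 4 lower in T47D (3 and 4 when adjusted over the list alone), the aconitase ACO2 at -1.16 among them, and 2 were lower in MCF-7 (2 when adjusted over the list alone). The medians were -0.16 (adjusted p = 0.98 from camera) and -0.0026 (adjusted p = 0.52 from camera). Of 17 genes of glutamine uptake and metabolism, 4 were higher and 7 lower in T47D (4 and 8 when adjusted over the list alone) and 1 was higher and 2 lower in MCF-7 (1 and 2 when adjusted over the list alone). The glutaminase GLS rose in T47D at 1.21 and the serine synthesis enzyme PSAT1 fell at -1.13. The medians were -0.36 (adjusted p = 0.84 from camera) and -0.18 (adjusted p = 0.36 from camera). Among all 41 lists, camera called 2 higher and 10 lower in T47D and 6 higher and 6 lower in MCF-7. The T47D lists with the lowest p were interferon-induced genes, estrogen-induced genes, cytosolic ribosomal proteins, hypoxia-induced genes and, the fifth, glycolysis.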

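Glycolytic enzymes shifted downward as a group in T47D shMEN1 cells. Of 19 measured, 13 were lower and 6 did not pass the test, the highest of them at 0.93 (15 lower when adjusted over the list alone), with a median log2 fold change of -0.93 (adjusted p = 0.00013 from camera, adjusted p = 0.65 with an estimated correlation). ALDOC (ENSG00000109107), a fructose-bisphosphate aldolase on chromosome 17 of GRCh38 from 28573115 to 28576948, went from 119 ± 5.16 to 17.5 ± 5.17 CPM (SD, n = 2 each), a log2 fold change of -2.77 (standard error 0.29, adjusted p = 0.00063 from edgeR). The phosphofructokinases PFKL and PFKP fell by 2.68 and 2.17 on the log2 scale (standard errors 0.45 and 0.24). In MCF-7 1 of the 19, the phosphofructokinase PFKM, was lower (1 when adjusted over the list alone), and the median was -0.08 (adjusted p = 0.36 from camera). Without MCF-7 shMEN1 replicate 2 the MCF-7 median was -0.38 (adjusted p = 0.0043). Of 42 other genes of glucose transport and the control of glycolysis, 7 were higher and 18 lower in T47D (8 and 20 when adjusted over the list alone) and 2 were higher and 4 lower in MCF-7 (6 and 4 when adjusted over the list alone, 7 and 5 with the GC trend removed). The medians were -0.53 (adjusted p = 0.15 from camera) and 0.07 (adjusted p = 0.92 from camera), and that of T47D passed the test with the GC trend removed (-0.40, adjusted p = 0.035) and without a filter on low counts. Nuclear pore proteins, which pathway databases place with the regulation of glucokinase, had a median log2 fold change of -0.41 (adjusted p = 0.0020 from camera, adjusted p = 0.23 with an estimated correlation) in MCF-7, with 1 of 30 lower. The median was -0.26 without MCF-7 shMEN1 replicate 1 and -0.25 with the length trend removed, and on log2(FPKM + 1) the call was lost (-0.19, adjusted p = 0.086). Adjusted over the list alone edgeR called 0 of them in MCF-7, against 1 higher and 10 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 1 higher and 5 lower, voom 0 and 4, and limma on log2(FPKM + 1) 0 and 1. In T47D 4 were higher and 5 lower (4 and 5 when adjusted over the list alone, 0 and 8 with the GC trend removed), with a median of 0.16 (adjusted p = 0.56 from camera), called lower with GC and length trends removed.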

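Among OXPHOS subunits encoded in the nucleus edgeR called some higher and some lower in T47D. Of 79 measured, 7 were higher, 11 lower and 61 without a call (1 higher and 8 lower when adjusted over the list alone), and the median was 0.02 (adjusted p = 0.98 from camera). Removal of the GC trend left 0 called higher and 15 lower (median -0.21, adjusted p = 0.36), and with the length trend removed 27 higher and 17 lower (median 0.15, adjusted p = 0.39). By complex, 1 subunit was higher and 8 lower of 37 in complex I (1 and 7 when adjusted over the list alone), 1 was higher of 4 in complex II (1 when adjusted over the list alone), and 1 was higher and 1 lower of 9 in complex III. In complex IV 2 were higher and 1 lower of 11, and in complex V 2 were higher and 1 lower of 18. With the length trend removed complex I had 9 higher and 10 lower, and complex V 8 and 3. Adjusted over their own lists alone, edgeR called 0 of complexes III, IV and V in T47D. At an unadjusted p under 0.05 5, 3 and 7 of them were called, and over all genes DESeq2 called 4, 3 and 4, voom 3, 3 and 3, and limma on log2(FPKM + 1) 2, 3 and 6. NDUFA13, a complex I subunit also known as GRIM-19, went from 69.5 ± 9.54 to 16.7 ± 12.3 CPM (SD, n = 2 each), a log2 fold change of -2.05 (standard error 0.47, adjusted p = 0.010 from edgeR), and had a value of -3.12 without T47D shMEN1 replicate 1. NDUFA7, another subunit of complex I, fell by 1.69 (standard error 0.34). The T47D medians of the complexes were -0.17, 0.24, -0.45, 0.19 and 0.14 for complexes I to V (adjusted p from 0.51 to 0.86 from camera). With a library left out that of complex III lay at -0.70 to -0.21 and that of complex IV at 0.09 to 0.29. On log2(FPKM + 1) that of complex III was -0.05. Of 15 assembly factors of complex I, 2 were higher and 3 lower in T47D (2 and 3 when adjusted over the list alone), ECSIT at -1.69 among them, with a median of 0.03 (adjusted p = 0.88 from camera). In MCF-7 edgeR called 0 of the 79 subunits and 0 of the 15 assembly factors, over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 11 subunits were higher and 2 lower and 1 assembly factor was higher, and DESeq2, voom and limma on log2(FPKM + 1) each called 0. The 79 subunits still had a median log2 fold change of 0.23 (adjusted p = 0.0088 from camera, adjusted p = 0.89 with an estimated correlation) in MCF-7. This median was -0.11 without MCF-7 shMEN1 replicate 2, 0.60 without MCF-7 shMEN1 replicate 1 and 0.0083 with each library's effective-length trend removed (adjusted p = 0.998). The MCF-7 medians by complex were 0.22, 0.20, 0.16, 0.42 and 0.22 for complexes I to V (adjusted p from 0.10 to 0.49 from camera) and 0.06 (adjusted p = 0.86 from camera) for the assembly factors. Without MCF-7 shMEN1 replicate 1 those of complexes I, III, IV and V were 0.61, 0.48, 0.77 and 0.59 and passed the test, and without MCF-7 shMEN1 replicate 2 they were -0.15, -0.18, -0.028 and -0.19 without a call. The OXPHOS subunits encoded by mitochondrial DNA shifted upward as a group in T47D, where 8 of 13 were higher and 5 did not pass the test (10 higher when adjusted over the list alone), with a median log2 fold change of 0.65 (adjusted p = 0.00026 from camera, adjusted p = 0.76 with an estimated correlation). MT-ND5 went from 1834 ± 227 to 3347 ± 147 CPM, a call lost without T47D vehicle replicate 1 (0.73, from 0.87), and with the GC trend removed edgeR called 0 of the 13 in T47D and the list call was lost (median 0.21, adjusted p = 0.071). In MCF-7 the 13 had a median log2 fold change of 0.36 (adjusted p = 0.011 from camera, adjusted p = 0.79 with an estimated correlation). This was lost without MCF-7 vehicle replicate 1 (median 0.22, adjusted p = 0.20), without MCF-7 shMEN1 replicate 2 (median 0.14, adjusted p = 0.17) and with the length trend removed (median 0.14, adjusted p = 0.17), and the median was 0.67 without MCF-7 shMEN1 replicate 1. In MCF-7 edgeR called 0 of the 13, over all genes or when adjusted over the list alone, against 4 higher and 0 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 1 higher and 0 lower, voom 0 and 0, and limma on log2(FPKM + 1) 0 and 0. 

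**Figure D2:**
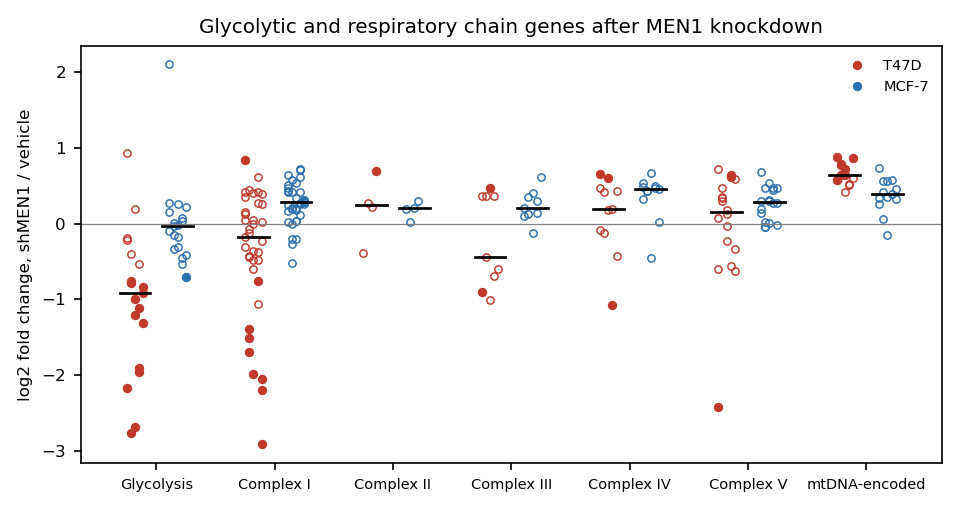
edgeR log2 fold changes (vertical axis) of the genes of glycolysis, OXPHOS complexes I to V and the subunits encoded by mitochondrial DNA (groups on the horizontal axis) in T47D (red) and MCF-7 (blue). Each point is 1 gene, filled where it was called at an adjusted p under 0.05, as for 13 glycolytic genes in T47D and 1 in MCF-7, and each black line is the median of the points.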

The RT-qPCR analysis of 16 representative genes involved in glycolysis and in two mitochondrial electron transport chains (i.e., OXPHOS complexes I and II) further confirmed the robustness of RNA-seq data (Figure 1G). Collectively, the results find a previously unknown role of menin in regulating metabolic energy pathways.

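All 7 glycolytic genes of this panel fell in the T47D libraries. TPI1, triosephosphate isomerase, went from 338 ± 7.48 to 86.7 ± 22 CPM (SD, n = 2 each), a log2 fold change of -1.96 (standard error 0.30, adjusted p = 0.0024 from edgeR). The aldolase ALDOA, the phosphoglycerate kinase PGK1 and the enolase ENO1 had log2 fold changes of -1.91, -1.11 and -0.99 (adjusted p = 0.0060, 0.0044 and 0.011 from edgeR). The ENO1 call was lost without T47D vehicle replicate 1 (-0.95) or T47D shMEN1 replicate 2 (-0.80). The 5 complex I genes of the panel were lower in T47D too, NDUFB7 at -2.92 (standard error 0.68, adjusted p = 0.011 from edgeR), NDUFS7 at -1.98, NDUFS8 at -1.51 and NDUFV1 at -1.39, beside NDUFA13. These 4 calls were lost without T47D vehicle replicate 1 (-2.06, -1.47, -1.30 and -1.14), and those of NDUFB7, NDUFS7 and NDUFS8 without T47D shMEN1 replicate 2 (-2.17, -1.57 and -1.01). Without T47D shMEN1 replicate 1 NDUFB7 was at -4.73 and NDUFS8 at -2.33. Of the 4 complex II genes SDHD was higher in T47D at 0.69 (standard error 0.20, adjusted p = 0.027 from edgeR), a call lost without T47D vehicle replicate 1 (0.63), T47D vehicle replicate 2 (0.73), T47D shMEN1 replicate 2 (0.62), MCF-7 vehicle replicate 1 (0.69) or MCF-7 vehicle replicate 2 (0.68). SDHA, SDHB and SDHC had log2 fold changes of -0.39, 0.27 and 0.22 that did not pass the test. In all, 12 of the 16 genes were lower and 1 higher in T47D, and with each library's GC trend removed 10 were lower, NDUFS7 (-0.28), NDUFS8 (-0.27) and SDHD (0.12) losing their calls. In MCF-7 edgeR called 0 of the 16, with log2 fold changes from -0.53 for TPI1 to 0.57 for NDUFS8. At an unadjusted p under 0.05 1 was lower, and DESeq2, voom and limma on log2(FPKM + 1) each called 0. Over the 27 genes of Table S3, a list the study chose on these cells and so not independent evidence of its direction, 17 were lower and 4 higher in T47D (18 and 4 when adjusted over the list alone), with a median log2 fold change of -1.45 (adjusted p = 0.00041 from camera, adjusted p = 0.65 with an estimated correlation). After removal of the GC trend 15 were lower and 0 higher by edgeR, and the median was -0.82. In MCF-7 MEN1 and GATA3 were the 2 that were lower (2 when adjusted over the list alone), with a median of -0.01 (adjusted p = 0.40 from camera). This MCF-7 median lay at -0.26 to 0.25 when a library was left out.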

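PFKFB3 (ENSG00000170525), which makes the activator of phosphofructokinase fructose 2,6-bisphosphate, fell in both lines. It lies on chromosome 10 of GRCh38 from 6144934 to 6254644 and went from 406 ± 45.5 to 87.3 ± 5.81 CPM in T47D and from 115 ± 16.7 to 32.9 ± 3.49 CPM in MCF-7 (SD, n = 2 each), log2 fold changes of -2.22 (standard error 0.18, adjusted p = 0.00036 from edgeR) and -1.81 (standard error 0.18, adjusted p = 0.00098 from edgeR). PDK1, the kinase that inhibits pyruvate dehydrogenase, fell by 1.57 in T47D and 1.19 in MCF-7 on the log2 scale, and PFKM by 0.84 and 0.71. The MCF-7 calls of both genes were lost without MCF-7 vehicle replicate 1 (-1.07 and -0.69) or MCF-7 vehicle replicate 2 (-1.31 and -0.75), that of PDK1 also without MCF-7 shMEN1 replicate 2 (-0.94), and that of PFKM without T47D vehicle replicate 1 (-0.72) or T47D vehicle replicate 2 (-0.72). The response of glycolysis differed between the lines. The median of the T47D minus MCF-7 difference over its 19 genes was -0.89 (adjusted p = 0.0012 from camera on the interaction term, adjusted p = 0.74 with an estimated correlation). For the 79 nuclear OXPHOS subunits the median difference was -0.29 and did not pass the test (adjusted p = 0.11 from camera). It passed with the GC trend removed (-0.42, adjusted p = 0.0030), without MCF-7 shMEN1 replicate 1 (-0.62) and without a filter on low counts, while it was 0.05 without MCF-7 shMEN1 replicate 2 and 0.034 with the length trend removed (adjusted p = 0.42). From the changes in glycolysis and OXPHOS genes in the pathway analysis, the RNA-seq and the RT-qPCR (Figure 1D-G), the paper concludes that menin regulates metabolic energy pathways. Its later sections add other evidence. They report less ATP from OXPHOS and from glycolysis after MEN1 knockdown in both lines, menin binding sites near representative genes, and expression correlations in tumors.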

### 2.2. Energy Metabolism Genes Coregulated by Menin and Menin-Associated Proteins in Primary Tumors

As menin is a putative metabolic regulator, we postulated that this protein acts as a crucial component of a transcription complex to bind or interact with other factors for gene regulation. Therefore, we used a proximity-based biotin labeling technique or BioID to identify menin-associated proteins (MAPs) in T47D and MCF-7 cells (Figure S2A; details in Methods). Proteins within a 10 nm radial proximity of ligase-fused menin were biotinylated in breast cancer cells transduced with doxycycline-inducible BirA-menin in the presence of biotin and doxycycline, and the labeled proteins were pulled down by streptavidin-beads (Figure 2A,B) [19,21]. Analysis of liquid chromatography–mass spectroscopy (LC–MS/MS) on biotinylated proteins identified 248 and 132 putative nuclear MAPs in T47D and MCF-7 cells, respectively (Figure 2C). Based on known functions, MAPs were categorized into eight groups involved in basal transcription, DNA repair, mRNA modeling, nuclear scaffolding, site-specific transcription, cohesin complexes, and histone modification (Table S1). Of the 35 MAPs shared by T47D and MCF-7 cells, ten were detectable even in control cells without biotin added, suggesting the presence of low endogenous biotin and probably their strong interactions with menin (Figure 2D). The spatial nearness of individual MAPs to menin was estimated according to biotinylated protein quantities (Figure 2E; Figure S2B). To check the robustness of BioID findings, capillary Western immunoassays (WES) were conducted on nuclear and cytoplasmic lysates of T47D and MCF-7 cells, respectively, using specific antibodies against menin and four representative MAPs—KMT2A, MED12, WAPL, and GATA3 (Figure 2F). The assays confirmed the association of these MAPs with menin was predominant in the nuclei, implicating their partnership with menin in gene regulation.

We further performed an in silico analysis of chromatin immunoprecipitation sequencing (ChIP-seq) data using anti-menin and anti-KMT2A [10]. The menin and KMT2A binding sites are localized in the proximity of promoters and gene bodies of representative glycolysis and OXPHOS genes, suggesting a transcription regulatory role of menin and KMTs on these genes (Figure S2C,D). Some of the menin and KMT2A binding sites are colocalized in some regions of gene loci. These confirm that menin and KMT2A are closely associated and likely coregulate these energy metabolism genes.

Since the role of MAPs in controlling energy metabolism remains to be explored, we sought to determine the coexpression relationship between menin/MAP genes and OXPHOS/glycolytic genes. In silico analysis generated pairwise expression correlation heatmaps in 1031 primary breast tumors and 98 normal controls of the TCGA cohort (Figure 3A,B; Figure S3A,B). We observed that expression of *MEN1* was moderately negatively correlated (*r* = −0.22) with the mean OXPHOS gene expression in normal controls but both turned to being positively correlated (*r* = 0.35) as they progressed into malignant tumors (Figure 3C). In contrast, increased expression of three MAP genes—*KMT2A*, *MED12*, and *WAPL—*showed strong negative correlation with OXPHOS expression in both tumors and controls while *GATA3* exhibited no correlation. It is notable that the expression of *MEN1* was also positively correlated with that of glycolytic genes, although to a lesser degree than OXPHOS genes (Figure 3D). There was no expression correlation between glycolytic genes and *KMT2A*, *MED12*, or *WAPL*, except for *GATA3* showing a weak negative association. Next, we determined the coexpression relationship between MAP genes and *MEN1* in primary tumors that were divided into four groups based on median expression levels: 1: high (above the median value) MAP and low (below the median value) *MEN1*; 2: high MAP and high *MEN1*; 3: low MAP and low *MEN1*; and 4: low MAP and high *MEN1* (Figure 3E and Figure S3C). A trend of increased mean expression of OXPHOS genes (complex I-V) could be observed from Group 1 to 4. For example, high *KMT2A* and low *MEN1* expressed tumors (Group 1) displayed lowest OXPHOS expression. In contrast, tumors with a reverse expression pattern of *KMT2A* and *MEN1* (Group 4) had the highest OXPHOS expression (Figure 3—left panel). Based on the data here and the forementioned menin1 as a positive regulator for OXPHOS gene expression, *KMT2A* seems to suppress *MEN1* function. This negative regulation was also seen between *MEN1* and two other MAP genes (*MED12* and *WAPL*, Figure 3E—middle two panels), but was not evident for *GATA3*. However, the negative coexpression relationship of *MEN1* and three MAPs was not observed for glycolytic gene expression in the Group 1–4 tumors. Overall, the in silico analysis suggests an essential role of menin in upregulating cancer energy metabolism and the three MAPs may counteract menin, particularly in the transcription of OXPHOS genes.

### 2.3. Counteracting Roles of MAPs in Menin-Modulated OXPHOS and Glycolysis

To mechanistically validate menin/MAPs-coregulated energy metabolism outcomes, we first carried out shRNA knockdowns of *MEN1* and four MAP genes (*KMT2A*, *MED12*, *WAPL*, and *GATA3*), which led to expression alterations of glycolytic and OXPHOS genes analyzed in T47D and MCF-7 cells (see examples in Figure 1G and Figure S4A–C). Then, we determined whether these knockdowns affect ATP profiles in breast cancer cells based on the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) assays. The *MEN1* knockdown resulted in reduced ATP production from both OXPHOS and glycolysis in T47D and MCF-7 cells (Figure 4A,B). Individual knockdowns for *KMT2A*, *MED12*, *WAPL*, or *GATA3* suppressed the overall ATP generation to a lesser degree than the *MEN1* knockdown (Figure 4A,B). The finding demonstrates that MAPs appeared to be regulators of ATP synthesis derived from the two metabolic pathways.

To explore how menin or a MAP affects different OXPHOS processes, we added inhibitors to induce metabolic stress in shRNA knockdown cells or vehicle controls (Figure S4D–F). Prior to the inhibition, *MEN1* knockdown caused low basal OCRs, consistent with attenuated ATP production from OXPHOS in T47D and MCF-7 cells (*p* < 0.001, Figure 4C,D—upper panels). Basal respiration showed a slight increase or decrease in *KMT2A*, *MED12*, *WAPL*, or *GATA3* knockdown cells compared to vehicle controls. When the mitochondrial membrane potential was additionally disrupted by carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP) [22], *MEN1* knockdown cells exhibited defects in both maximal respiration potential and spare respiratory capacity for energy demand (Figure 4C,D—middle and lower panels). The findings indicated that menin plays a crucial role in the modulation of these OXPHOS functions. On the contrary, when *KMT2A*, *MED12*, or *GATA3* was knocked down, we observed an increase in both maximal and spare respiration rates in these cells, suggesting that these four MAPs are negative modulators of OXPHOS activities that are mainly consistent with transcription reduction (Figure 3C,E and Figure 4E).

We also investigated the glycolytic functions of cells subjected to shRNA knockdown and metabolic stress (i.e., transient glucose depletion for 1 h; Figure S4G–I). When glucose was added back to the media, all five knockdown cells (*MEN1*, *KMT2A*, *MED12, WAPL*, and *GATA3*) displayed an attenuated ability to fully utilize glucose via glycolysis (Figure 4F,G—upper panels). In addition, there was a general decrease of utilizing the glycolytic reserve in knockdown cells, except for T47D cells with *GATA3* knockdown (Figure 4F,G—middle and lower panels). Taken together, these metabolic stress tests found that menin and the four MAPs mainly act as positive regulators of glycolysis although primary tumor transcription data do not show the relevance (Figure 3D,E and Figure 4H).

### 2.4. Essential Interactions between Menin and KMT2A for OXPHOS Functions

The above findings prompted us to investigate whether physical interactions between menin and MAPs are required for metabolic regulation. To this end, we determined how the small molecule inhibitor MI-503 [23] disrupts the menin-KMT2A interaction that negatively influences downstream ATP production in breast cancer cells. After optimizing treatment doses based on a cell viability test (Figure S5A), we treated T47D and MCF-7 cells with or without 1 μM MI-503 for 72 h and then determined the status of menin–MAP interactions using coimmunoprecipitation and WES. MI-503 treatment caused a modest loss of menin and two MAP proteins—KMT2A and GATA3—likely resulting in an unstable menin complex that may contribute to a decline in cell viability (Figure 5A). The presence of MI-503 greatly abolished the menin and KMT2A interaction but led to a 2-fold increase in the binding between menin and a GATA3 variant (GATA3-FL) in T47D cells (Figure 5B). The menin-KMT2A interaction was also affected in MI-503-treated MCF-7 cells to a lesser degree (0.5×; Figure 5B). However, we observed a 1.5-fold increase in the binding between menin and two GATA3 variants (GATA3-FL and GATA3-SP) in MCF-7 cells. In addition to KMT2A and GATA3, we also demonstrated that another MAP, WAPL, also coimmunoprecipitated with menin in T47D providing another line evidence of physical association between menin and MAPs (Figure S5B).

Although the possibility of MI-503’s direct blocking of OXPHOS ATP production was not ruled out, cells at 1–6 h post-treatment by MI-503 showed a transient decrease in OXPHOS gene expression, but could partially be recovered to the original levels at 72 h (Figure S5C), indicating a transcriptional regulation by menin-MAPs. As a result, a drastic shift of ATP production from OXPHOS to glycolysis occurred after treating breast cancer cells with MI-503 (Figure 5C). The reduced ATP synthesis from OXPHOS was largely reflective of diminished basal, maximal, and spare respiration capacity at 1–6 h after the treatment (Figure 5D and Figure S5E). This respiratory inhibition was slightly reversed at 72 h post-treatment. We postulated that the attenuated OXPHOS transcription could be attributed in part to the disruption of menin-KMT2A by MI-503, leading to the defects in OXPHOS machineries.

Dissociation of menin-KMT2A, however, did not reduce glycolytic ATP generation in MI-503-treated cells while there were temporal expression changes of glycolytic genes (Figure S5D). Instead, we observed a sharp increase in the glycolytic ATP level to compensate for the loss of OXPHOS ATPs in treated cells. Metabolic fluxes might contribute to this energy compensation [24], even though the expression of the corresponding genes was transiently affected by MI-503. When glucose was added back to the media after a 1 h depletion in the metabolic stress assay, MI-503-treated cells displayed an even greater ability than untreated cells to utilize glycolysis (Figure 5E and Figure S5F). While the level of glycolytic capacity remained stable at 1–6 h after the treatment, the glycolytic reserve became largely depleted in treated cells. In this case, ATP compensation came predominantly from the glycolytic reserve function when the OXPHOS pathway was blocked in MI-503-treated cells. At 72 h, we observed that the overall glycolytic function could be even more efficiently restored than OXPHOS. While dimethyl sulfoxide (DMSO), the solvent to dissolve MI-503, is known to negatively affect cellular glucose uptake [25], these glycolytic functions seemed to work better in MI-503-treated cells than in control cells exposed to long-term DMSO. The finding might be compatible with an overall recovery of glycolytic gene expression in cancer cells after a long-term 72 h treatment with MI-503. Although the menin-KMT2A disruption negatively influences glycolytic gene expression, our finding suggests that this transient interference may not have an adverse effect on downstream glycolysis function, which is used to compensate for ATP loss from OXPHOS.

### 2.5. Upregulation of MEN1, OXPHOS, and Glycolytic Genes in Circulating Tumor Cells

We next used circulating tumor cells (CTCs) as in vivo surrogates to validate our findings based on cultured cell models and in silico analyses (Figure S6A). CTCs isolated from five breast cancer patients were briefly cultured in a sphere-forming medium (#91130, Fujifilm Irvine Scientific, Santa Clara, CA, USA) for enrichment [26]. Epithelial-like and cancer-stemness features of CTCs were confirmed with an immunofluorescence analysis [27,28] (Figure S6B). Single-cell RT-qPCR of 93 CTCs was conducted with a gene panel of *MEN1*, *KMT2A*, *MED12, WAPL*, and *GATA3* and 18 representative genes of OXPHOS and glycolysis. t-distributed stochastic neighbor embedding (*t*-SNE) profiling identified five clusters (#01–05; Figure 6A), and violin plots displayed CTC clusters from high to low expression levels of *MEN1* (Figure 6B). Cluster #01 and 02 had high *MEN1* expression, which also corresponded to increased levels of OXPHOS and glycolytic genes (Figure 6B). Besides, the expression levels of the four MAP genes—*KMT2A*, *MED12, WAPL*, and *GATA3*—were lower than that of *MEN1* in these two clusters.

The high expression profiles of OXPHOS and glycolytic genes in CTCs (particularly those in #01 and 02) were distinct from those observed in TCGA primary tumors, known to preferentially depend on glycolysis for the Warburg metabolism [29] (Figure 6C). Therefore, we suggest that high OXPHOS and glycolysis activities can be a metabolic adaptation of CTCs to survive under biophysical and physiological stress during the blood circulation [30]. To further investigate the impact of this microenvironmental change on energy metabolism, T47D and MCF-7 cells were subjected to circulation in an in vitro system simulating capillary flows [31] (Figure S6C). After 2 h in the circulation, less than 50% of cells were viable for ATP measurements (Figure S6D). These post-circulation cancer cells displayed slight decreases of ATP production from both glycolysis and OXPHOS (Figure 6D). When these cells were subjected to metabolic stress tests, basal respiration rates were slightly lowered in post-circulation cells, compared to non-circulation controls (Figure 6E—upper panels). However, maximal rates remained unchanged due to the contribution of spare respiratory capacity from these post-circulation cells (Figure 6E). Although T47D and MCF-7 cells responded differently with respect to their glycolytic functions, the glycolytic reserve was moderately increased in both cell lines (Figure 6F). Taken together, we suggest that the enhancement of both spare/reserve energy capacities could be partially responsible for the survival of cancer cells in the blood circulation.

## 3. Discussion

Glycolysis and OXPHOS are two major metabolic pathways to provide sufficient ATP for the maintenance of essential cellular functions and cancer growth [20]. These pathways are tightly regulated, depending on the availability of oxygen or glucose in microenvironments [32]. While previous reports focused on post-translational and post-transcriptional controls of glycolysis and OXHPOS, emerging evidence reveals that metabolic genes are frequently coregulated at the transcriptional level [33,34,35,32]. A few transcription factors are known to have a direct role in the regulation of energy metabolism [34,37,38]. For example, HIF-1α or SIX1 binds to conserved DNA motifs in promoter regions of multiple glycolytic genes, enhancing the transcription for the biosynthesis of glycolytic pathway enzymes [32,39]. Genomic analysis also revealed coregulatory modules for synchronized transcription of OXPHOS genes [33,35]. Menin promotes glycolysis through MYC for tumor progression [8]. Our present findings further implicate that menin acts as a key factor to concordantly regulate the transcription machineries of both metabolic pathways. The coordinate regulation by menin is necessary for cells to constantly maintain energy homeostasis and to rapidly adapt to fluctuating microenvironments.

Assisting in menin-mediated transcription is a group of coregulatory partners or MAPs based on a protein–protein interaction assay based on the data from the four representative MAPs as more relation details remain to be determined. With limited data of the shRNA knockdown effect on OCR and ECAR, WAPL, GATA3, and MED12 may act like KMT2A as menin’s coregulators in energy metabolism as depicted in Figure 4E,H. These four and likely other MAPs may compete for association or binding with menin as more GATA3 isoforms are coimmunoprecipitated with menin when KMT2A-menin binding is interfered by MI-503. The menin–MAPs complex dynamics may be regulated by menin upstream signaling pathways and also important for the regulation of energy metabolism.

While menin is a positive regulator of glycolysis and OXPHOS, MAPs contribute to transcriptional switches between the two pathways. For example, KMT2A may counteract the positive regulatory mode of menin for OXPHOS transcription although the same protein facilitates active transcription of many glycolytic genes. It has been suggested that KMT2A interacts with multiple partners and is cleaved by taspase 1 into two fragments inside a cell—the N-terminal domain, known to bind transcription repressors, and the C-terminal domain, which is a transcriptional activator [40,41]. Future investigation is warranted to determine if the two protein substructures independently regulate the transcription of OXPHOS and glycolytic genes. Nevertheless, this transcriptional coregulation is needed when growing tumor cells encounter a hypoxic microenvironment. The coupled effect can be less prominent when cancer cells prefer OXPHOS for ATP generation in nutrient-rich culture media (see Figure 4A,B). However, the dual functionality (positive and negative coregulation) can clearly be distinguished when KMT2A shRNA knockdown cells are subjected to metabolic stress tests. This transcriptional plasticity is further shown in CTCs that exhibit both high OXPHOS and glycolysis activities (Figure 6C—left panel), compared with primary tumors that dominantly utilize the latter (Figure 6C—right panel). In addition, we demonstrated that CTCs exploit the reserve functions of both pathways for survival in an in vitro circulation experiment.

A close-proximity interaction between a MAP and menin is essential for metabolic adjustment. Specifically, KMT2A catalyzes H3K4 trimethylation for open promoter chromatin to allow adjacent menin to recruit RNA polymerase II and other transcription factors to bind to the region [42,43]. Therefore, MI-503-mediated disruption of menin-KMT2A leads to an abolishment of OXPHOS gene transcription. As a result, decreased processing and synthesis of related proteins may lead to defects in OXPHOS complexes and their function for ATP generation. The tethering of menin-KMT2A is also important for transcription regulation of glycolytic genes. In the presence of MI-503, we also observed a decrease in glycolytic transcription activities, which likely lead to a reduced level of glycolytic enzymes. However, this transient inhibition is less impactful for glycolysis than OXPHOS. One possible explanation points to the required structural assembly of multiple OXPHOS complexes as a functional unit in the electron transport chain [44] while glycolytic enzymes operate independently to catalyze their corresponding intermediates for energy production. Therefore, although the MI-503 treatment greatly reduces ATP production from OXPHOS, existing glycolytic enzymes continue to operate and are capable of compensating for the energy loss.

## 4. Materials and Methods

### 4.1. Cell Cultures, shRNA Knockdown, and MI-503 Treatment

Human breast cancer cell lines T47D and MCF-7 were obtained from the ATCC and cell authentication was conducted at the ATCC using short tandem repeat DNA profiling. MISSION shRNA plasmids, sh*MEN1* (TRCN0000040141), sh*KMT2A* (TRCN0000005956), sh*MED12* (TRCN0000018578), sh*WAPL* (TRCN0000167548), and sh*GATA3* (TRCN0000019301), were obtained from Sigma-Aldrich (sequences listed in Table S2). Vehicle plasmid pLKO.1-puro (Addgene plasmid #8453) was obtained from Addgene. Plasmids were purified by QIAprep Spin Miniprep kit (Qiagen), and 293T cells were cotransfected with 3^rd^ Generation Packaging Mix (Applied Biological Materials, Richmond, BC, Canada) combined with either the shRNA plasmid or the vehicle plasmid for lentivirus production. The lentivirus-containing medium was harvested after 48 h of transfection, and cells were infected with lentivirus for 24 h. The infected cells were selected using puromycin at 4 μg/mL for 1 week. MI-503 (Selleckchem, Huston, TX, USA) was dissolved in dimethyl sulfoxide (DMSO) as a 10 mM stock and diluted to the working concentrations in the medium.

### 4.2. RNA-seq and Quantitative Reverse Transcription PCR (RT-qPCR)

Total RNA was isolated by PureLink RNA Mini Kit (Thermo Fisher Scientific, Waltham, MA, USA) with two biological replicates. Sequencing of cDNAs was performed with Illumina HiSeq3000, and the paired-end 100 bp FASTQ files were generated. We used STAR alignment software to align the sequencing data with the human reference genome GRCh38, and RSEM software to quantify the expression levels as fragments per kilobases of transcript per million (FPKM) mapped reads. Upregulated and downregulated genes were defined by a fold change ≥1.5 and ≤0.66, respectively, in sh*MEN1* knockdown cells relative to vehicle controls after filtering out the low expressed genes (FPKM values < 10). The pathway enrichment analysis was performed by the Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://david.ncifcrf.gov). The heat maps were generated using log_2_ (fold change) based on normalized FPKM values. For RT-qPCR, the total RNA was isolated by the PureLink RNA Mini Kit (Thermo Fisher Scientific, Waltham, MA, USA) and the complementary DNA (cDNA) was made from 1 μg of total RNA by high-capacity cDNA reverse transcription kits (Applied Biosystems, Foster City, CA, USA). The primers of qPCR were listed in Table S3 (F1 and R1). qPCR quantification was performed by LightCycler 480 SYBR Green I Master (Roche, Basel, Switzerland) with 3 biological repeats, and relative expression levels of genes were calculated using the 2^−ΔΔCt^ method.

### 4.3. Proximity-Dependent Biotin Identification (BioID) Assay

Cloning and construction of the Tet-on inducible BioID construct were previously described [21]. Briefly, the pRetroX-mycBioID-MCS vector was cloned from the pcDNA3.1mycBioID plasmid (Addgene plasmid #35700) and pRetroX-Tight-Pur (Clontech). The full-length human *MEN1* cDNA from pBABE hygro MEN1 WT (Addgene plasmid #11024) was cloned into pRetroX-mycBioID-MCS at Not1 and Mlu I site by the Gibson reaction (New England Biolabs, Ipswich, MA, USA) to obtain pRetroX-mycBirA-MEN1. Engineered parental T47D and MCF7 cell lines that stably express a Tet repressor were infected with mycBirA-MEN1 retrovirus and stable cell lines were obtained under the selection of G418 (600 μg/mL for T47D and 300 μg/mL for MCF-7) and puromycin (1 μg/mL). To induce mycBirA-menin protein expression, stable T47D and MCF-7 cells were incubated in the medium with 2 μg/mL of doxycycline for 24 h and then in the medium with 50 mM biotin for another 24 h. For WES, the total lysate was collected by the RIPA buffer (Thermo Fisher Scientific, Waltham, MA, USA) containing the protease/phosphatase inhibitor (Thermo Fisher Scientific, Waltham, MA, USA); the cytoplasmic and nuclear lysates were isolated by NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, Waltham, MA, USA). For LC–MS/MS, cells were lysed by the RIPA buffer containing protease/phosphatase inhibitors. Free biotins were filtered out by 10 kDa filters (Sigma-Aldrich, St. Louis, MO, USA) and the biotin-labeled proteins were captured by incubation with 200 μL of streptavidin magnetic beads (Thermo Fisher Scientific, Waltham, MA, USA) for 5 h at 4 °C and collected by a magnetic stand. The beads were subject to 5 washes with 1 mL of RIPA buffer for 10 min at 4 °C and then 4 washes with PBS for 10 min at room temperature (RT). About 10% of the PBS-beads mixture was boiled for 10 min to release the proteins and the supernatant proteins were analyzed using WES. After removing the supernatant from the remaining mixture, beads were kept at −80 °C until further mass spectrometry analysis in the Proteomics Core at the Sanford-Burnham Prebys Medical Discovery Institute.

The total sample peptide amount was evaluated by Pierce Quantitative Colorimetric Peptide Assay, 500 Assays (Thermo Fisher Scientific, Waltham, MA, USA) before loaded into LC–MS. To reconstitute dried samples, 2% acetonitrile and 0.1% formic acid were used and reconstituted samples were analyzed by LC–MS/MS using a Proxeon EASY nanoLC system (Thermo Fisher Scientific, Waltham, MA, USA) coupled to an Orbitrap Elite mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). An analytical C18 Acclaim PepMap column (75 µm × 500 mm, 2 µm particles; Thermo Fisher Scientific) was used to separate peptides at a rate of 300 nL min^−1^ for over 121 min: 1–6% B in 1 min, 6–23% B in 56 min, 23–34% B in 37 min, 34–48% B in 26 min, and 48–98% B in 1 min (A = FA 0.1%; B = 80% ACN: 0.1% FA).

Operation of the mass spectrometer was set up in data-dependent acquisition mode. Spectra of the first spectrometer (MS1) were measured by Orbitrap analyzer with a resolution of 60,000 (automatic gain control (AGC) target of 1e6 and a mass range from 350 to 1450 m/z). Collision-induced dissociation method was used to generate fragments for the second spectrometer (MS2) and data was acquired by the linear ion trap (AGC target of 1e4, isolation window of 2 m/z, and a normalized collision energy of 35). The duration of dynamic exclusion was enabled with 30 s.

MaxQuant software (v1.5.5.1) was used to process MS raw files with most of the default settings, and the Andromeda search engine was used to search against the human UniProt database and GMP cRAP sequences (the common contaminants database). Variable modifications were set to methionine oxidation and N-terminal acetylation, while fixed modification was set to carbamidomethylation. The minimum ratio count was set to two for label-free protein quantification, and peptides for quantification were set to unique and razor. Proteins and peptides were selected based on the false discovery rate (FDR) set to 0.01, with a minimum length of seven amino acids.

We analyzed the label free quantitation (LFQ) intensity and defined the biotinylated differential proteins (menin associated proteins, MAPs) as ≥3-fold in doxycycline^+^/biotin^+^ cells compared to the doxycycline^+^/biotin^−^ cells’ counterpart. The heat map was generated using log(LFQ intensity+1). The network analysis was performed by R package *igraph* and the distance was defined as the ratio between the LFQ intensity of each MAPs and menin.

### 4.4. WES and Immunoprecipitation Assays

Antibodies were obtained commercially and the dilutions were used as the following: menin (Bethyl Laboratories, A300-105A; 1:100), KMT2A (Bethyl Laboratories, A300-374A; 1:10), GATA3 (Cell Signaling Technology, 5852S; 1:25), WAPL (Cell Signaling Technology, 77428S; 1:50), MED12 (Cell Signaling Technology, 4529S; 1:25), LaminA/C (Cell Signaling Technology, 2023S; 1:50), GAPDH (Cell Signaling Technology, 2118S; 1:200), and β-Actin (R&D System, MAB8929; 1:100). For WES, 0.5 μg/μL of protein lysate was used for one reaction. Menin, KMT2A, MED12, WAPL, GATA3, LaminA/C, and GAPDH were detected by the Anti-Rabbit HRP Detection module (ProteinSimple, San Jose, CA, USA) or by 1× Anti-Rabbit HRP conjugate (ProteinSimple, San Jose, CA, USA) in the Anti-Mouse HRP Detection module (ProteinSimple, San Jose, CA, USA) when combined with β-Actin. β-Actin was detected by the Anti-Mouse HRP Detection module (ProteinSimple, San Jose, CA, USA). For detection of biotin labeled proteins, total lysates were visualized by the streptavidin-HRP and chemiluminescent substrate (ProteinSimple, San Jose, CA, USA). The WES assays were run with Jess/Wes 12–230 kDa Pre-filled Plates or Jess/Wes 66–440 kDa Pre-filled Plates (ProteinSimple, San Jose, CA, USA) dependent on the molecular weights and analyzed by Compass for SW software (ProteinSimple, San Jose, CA, USA). The original WES images can be found at Figure S8.

For immunoprecipitation, T47D and MCF-7 cells were treated with DMSO or 1 μM of MI-503 for 3 days. The nuclear lysates were incubated with the menin antibody (Bethyl Laboratories, A300-115A) or rabbit IgG (kch 504250, Diagenode) at 4 °C for 18 h, and the antibody was captured by Protein A/G magnetic beads (Thermo Fisher Scientific, Waltham, MA, USA) at RT for 2 h. Then, the beads were washed with 1 mL of TBST (25 mM Tris, 0.15 M NaCl, and 0.05% Tween-20, pH 7.5), twice with 1 mL of NETN buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, and 1 mM EDTA), and finally with 1 mL of ddH_2_O. For elution, the beads were resuspended with 30 μL of RIPA buffer containing 2% SDS and protease/phosphatase inhibitors at RT for 10 min, and the supernatant was separated from beads by a magnetic stand.

### 4.5. Seahorse Assays

Cells were seeded on the cell culture microplate (Agilent, Santa Clara, CA, USA) with 12,000 cells per well and cultured to reach 90% confluent. For the Seahorse mitochondrial stress test and real-time ATP rate test, cells were preincubated in pH 7.4 Seahorse DMEM media (Agilent, Santa Clara, CA, USA) containing 10 mM glucose, 2 mM glutamine, and 1 mM pyruvate in a non-CO_2_ incubator at 37 °C for 1 h. For the Seahorse glycolysis stress test, cells were preincubated in pH 7.4 Seahorse DMEM media containing 1 mM glutamine in an incubator with the same settings for 1 h. For Seahorse assays after circulation, cells were resuspended in either Seahorse mitochondrial stress or Seahorse glycolysis stress media. Thereafter 1500 cells were seeded per well on the cell culture microplate (Agilent, Santa Clara, CA, USA) and was set at RT for 20 min followed by incubation at 37 °C in a non-CO_2_ incubator for 20 min. The sensor cartridge (Agilent, Santa Clara, CA, USA) was rehydrated 1 day before the assay and the inhibitors were serially added just before the assay. The final concentrations of chemicals used were as the following: for the mitochondrial stress test, pore A: 1 μM oligomycin; pore B: 1 μM FCCP; and pore C: rotenone and antimycin A, 0.5 μM each. For the glycolysis stress test, pore A: 10 mM glucose; pore B: 1 μM oligomycin; and pore C: 5 mM 2-DG. For the real-time ATP rate test, pore A: 1.5 μM oligomycin and pore B: rotenone and antimycin A, 0.5 μM each. The assays were performed by a Seahorse XFe96 Analyzer (Agilent, Santa Clara, CA, USA) and analyzed by Seahorse XFe96 Analyzer Wave 2.4 (Agilent) software. For normalization, Hoechst 33,342 (Thermo Fisher Scientific, Waltham, MA, USA) was combined to add in the last injection at the final concentration of 20 μM to stain the cell nucleus, and the images were taken by Cytation1 (BioTek, Winooski, VT, USA) with Agilent Seahorse XF Imaging and Cell Counting software. For validating the ATP production measurement by Seahorse XFe96 analyzer, a comparative quantitation was performed by the CellTiter-Glo Luminescent Cell Viability Assay Kit (Figure S7).

### 4.6. Circulating Tumor Cells (CTCs) Isolation and Culture

Blood samples were collected from advanced breast cancer patients according to the IRB protocol approved by the University of Texas Health Science Center at San Antonio (CTRC# 07-32). About 15 mL of Ficoll (GE Healthcare Life Sciences) was placed in a 50 mL conical tube, and 8 mL of the blood sample was carefully added on the top of the Ficoll. CTCs remained in the interphase peripheral blood mononuclear cells (PBMCs) layer after centrifugation at 400× *g* at RT for 30 min. The PBMC layer was carefully moved into a 15 mL conical tube and mixed with 10 mL of the MojoSort buffer (Biolegend, San Diego, CA, USA). After centrifugation again at 200× *g* for 5 min at 4 °C, CTCs were cleaned by the MojoSort buffer. Then, CTCs were cultured and expanded in the PRIME-XV tumorsphere medium (Fujifilm Irvine Scientific, Santa Clara, CA, USA) for 1 week for enrichment. For collection, cells were dispersed and washed by the MojoSort buffer and contaminated blood cell depletion was carried out using 10 μL of Human CD45-nanobeads (Biolegend, San Diego, CA, USA). CD45^−^ CTCs were harvested in the supernatant by a magnetic stand after a few washes and resuspensions with the MojoSort buffer.

### 4.7. Immunofluorescence Analysis

CTCs were fixed with 4% paraformaldehyde (Santa Cruz Biotechnology) for 10 min and permeabilized with PBS containing 0.5% Triton X-100 for 5 min at RT. Nonspecific binding was blocked with 5% goat serum in PBS containing 0.1% Triton X-100 for 30 min at RT. Immunostaining was performed at 4 °C overnight with primary antibodies, followed by fluorescence-conjugated secondary antibodies at a concentration of 5 μg/mL (Thermo Fisher Scientific). Images were captured with the Zeiss LSM710 confocal microscope equipped with 64× NA 1.4 oil DIC (Carl Zeiss). Antibodies used for staining were as follows: rabbit anti-ALDH1 (bs-10162R, Bioss, 1:200), mouse anti-pan-CK (4545, Cell Signaling Technology, 1:3000), rabbit anti-EpCAM (ab71916, Abcam, 1:200), rabbit anti-NANOG (ab21624, Abcam, 1:800), mouse anti-OCT4 (ab184665, Abcam, 1:500), rat anti-CD44 (ab40983, Abcam, 1:400), mouse anti-CD45 (ab33533, Abcam, 1:200), goat anti-rabbit (A-11037), goat anti-rabbit (A-110340), and goat anti-mouse (A-11032).

### 4.8. Single-Cell qRT-PCR

Single CD45^−^/Calcein AM^+^ CTCs were retrieved manually and lysed in 4 μL of CellsDriect 2× reaction mix (Invitrogen) and the target genes were preamplified as described previously with modifications (26). The preamplification reaction contained 4 μL of single cell lysate, 1.8 μL of DNA suspension buffer (Teknova), 0.2 μL of SuperScript III RT/Platinum Taq mix (Invitrogen), and 1 μL of the premixed outer primer sets (F1 and R1, sequences were listed in Table S3, 500 nM per primer). The thermal cycle was 50 °C, 15 min; 95 °C, 2 min; 95 °C, 15 s; and 60 °C, 4 min, and amplicons were amplified for 20 cycles. Non-amplified DNA was removed by Exonuclease I (New England BioLabs) at 37 °C for 30 min. Real-time PCR reactions were run using BioMark^TM^ HD System (Fluidigm) with the semi-nested primer pair (Table S3, F1 and R2) and analyzed by Real-Time PCR Analysis Software (Fluidigm). The relative expression was normalized to the *ACTB* level to obtain ΔCt, and the log(−2^ΔCt^) was used as the relative gene expression for the t-SNE analysis and violin plots with R package *ggplot2*.

### 4.9. In Vitro Flow-Based Assay

Cell circulation was performed using an ibidi pump system (ibidi) with μ-slide I Luer 0.6 mm (ibidi). About one million cells in 10 mL of the medium were loaded in a perfusion set held on a fluidic unit. The fluidic unit was incubated in a humidified incubator aired with CO_2_ at 37 °C, and the flow rate was 16.67 mL/min with 5 s switching time controlled by PumpControl Software. After circulation, cells were collected and centrifuged at 500× *g* for 5 min. The cell pellet was suspended and washed in PBS before cell viability assays and Seahorse assays.

### 4.10. Cell Viability Assay

Cell viability assay was performed by the CellTiter-Glo Luminescent Cell Viability Assay Kit (Promega). For MI-503 treatment, T47D or MCF-7 cells were seeded in 96-well plate with 200 cells per well and treated with DMSO or MI-503 for 3 days. For circulated cells, 2000 cells after circulation were seeded in 50 μL of medium in 96-well plates. The assay reagent mixture was directly added into the cell medium at a 1:1 ratio for 15 min to lyse the cells, and the luminescent signal was detected using the Thermo Luminoskan Ascent Microplate Reader (Thermo Fisher Scientific).

### 4.11. In Silico Analysis

RNA-seq data of primary tumors and normal controls in The Cancer Genome Atlas (TCGA) breast cancer cohort were downloaded from Broad Genome Data Analysis Center (GDAC) Firehose. Expression levels of *MEN1*, MAPs, and glycolytic and OXPHOS genes were extracted, and Pearson correlation coefficients of the expression of individual *MEN1/*MAP genes and individual OXPHOS/glycolytic genes were calculated and plotted as heatmaps with R package *heatmap.2.* Mean expression levels of OXPHOS and glycolytic genes were plotted against the expression of *MEN1* and the 4 MAP genes (*KMT2A*, *MED12*, *WAPL*, and *GATA3*). Violin plots, dot plots, and scatter plots were produced with R package *ggplot2*. A Kaplan–Meier survival analysis was performed using R package *survminer* on ERα-positive and ERα-negative patients, separately, of the METABRIC dataset downloaded from the cBioPortal. High expression levels of *MEN1* were defined as top 20%, and low expression levels bottom 20%. Segmented copy number values > 0 was considered as amplification, while <0 as deletion. ChIP-seq data was obtained from Gene Expression Omnibus database (GEO number GSE85317) [10] and used EaSeq to analyze and generate peaks.

### 4.12. Data Availability

The RNA-seq data in this study is available through the Gene Expression Omnibus (GEO) under accession number GSE145955.

## 5. Conclusions

In conclusion, we demonstrated that menin has a previously uncharacterized role in metabolic energy arbitration, in addition to modulating DNA replication and repair and cellular transformation [45,46]. The mode of menin-regulated transcription can further be adjusted by a group of MAPs. We propose that MAPs are transcriptional sensors to determine a preference between glycolysis and OXPHOS. Upstream metabolic signaling modulators (e.g., MYC, PGC-1α, AMPK, HIF-1α, mTOR, and RAS) [8,30,32,47,48] may synergize with menin and MAPs for transcription modulation. To fuel energy for proliferation and differentiation, this coordinate regulation is essential for cells to assess available sources (i.e., oxygen, glucose, or free amino acid) for ATP generation.

## Figures and Tables

**Figure 1:**
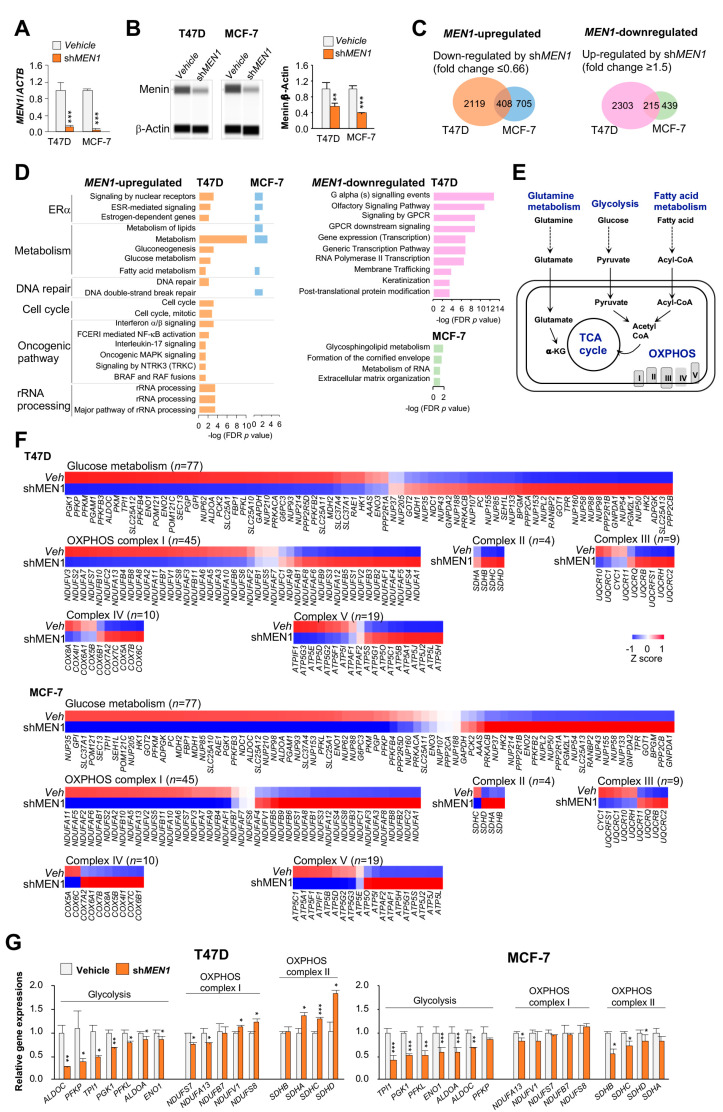
Identification of *MEN1-*modulated genes in breast cancer cells. (**A**) RT-qPCR of *MEN1* in T47D or MCF-7 cells treated with vehicle or *MEN1* shRNA lentivirus (*n* = 3). (**B**) Quantitative Western immunoassays (WES) of menin expression in T47D or MCF-7 cells treated with vehicle or *MEN1* shRNA lentivirus (*n* = 3). (**C**) Venn diagrams of differentially expressed genes (fold change ≥1.5 or ≤0.66) in T47D or MCF-7 cells after sh*MEN1* knockdown compared with vehicle controls (*n* = 2). (**D**) Pathway annotation analysis of *MEN1*-upregulated and *MEN1*-downregulated genes in T47D or MCF-7 cells using DAVID including cancer hallmark pathways. (**E**) Schematic illustration of five major metabolic pathways. (**F**) Expression heat maps of oxidative phosphorylation (OXPHOS) and glycolytic genes in both *MEN1* knockdown T47D and MCF-7 cells (fold changes relative to vehicle controls). (**G**) Bar charts of the expression levels of representative OXPHOS and glycolytic genes affected by *MEN1* knockdown in T47D or MCF-7 cells using RT-qPCR. Data are presented as mean ± S.D. Unpaired two-tailed Student’s *t*-test was used for statistics. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 2:**
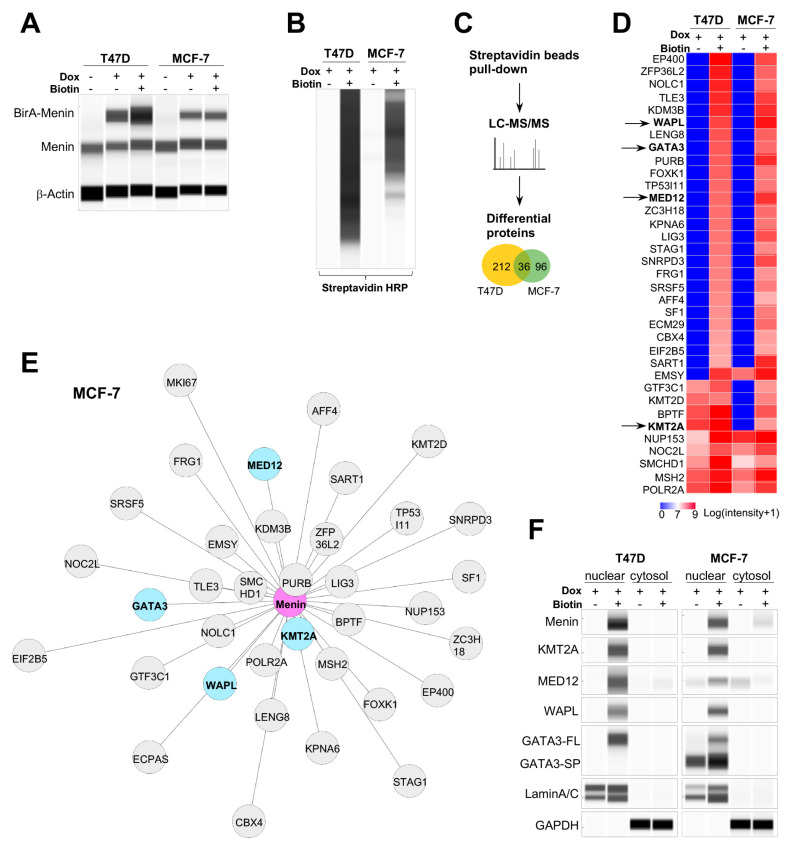
Identification of menin-associated proteins (MAPs) in breast cancer cells. (**A**) and (**B**) WES of BirA-Menin fusion proteins (**A**) and biotin-labeled proteins (**B**) in total lysates of *BirA-MEN1* BioID engineered T47D or MCF-7 cells after incubating with or without doxycycline and biotin. (**C**) Schematic purification and proteomic identification of MAPs using LC–MS/MS. (**D**) Heatmap of the quantification of 35 MAPs commonly shared in T47D and MCF-7 cells. MAPs further verified by WES immunoassays were indicated by arrows. (**E**) Network analysis of 35 MAPs in MCF-7 cells. The distance between menin and MAPs represented the quantitative ratio of each MAP and menin. MAPs marked in blue were further assayed by WES. (**F**) Nuclear or cytoplasmic lysates of *BirA-MEN1* BioID engineered T47D or MCF-7 cells after streptavidin beads pull-down were detected by WES with antibodies against menin, KMT2A, MED12, WAPL, GATA3, LaminA/C, or GAPDH. FL, full length; SP, spliced form.

**Figure 3:**
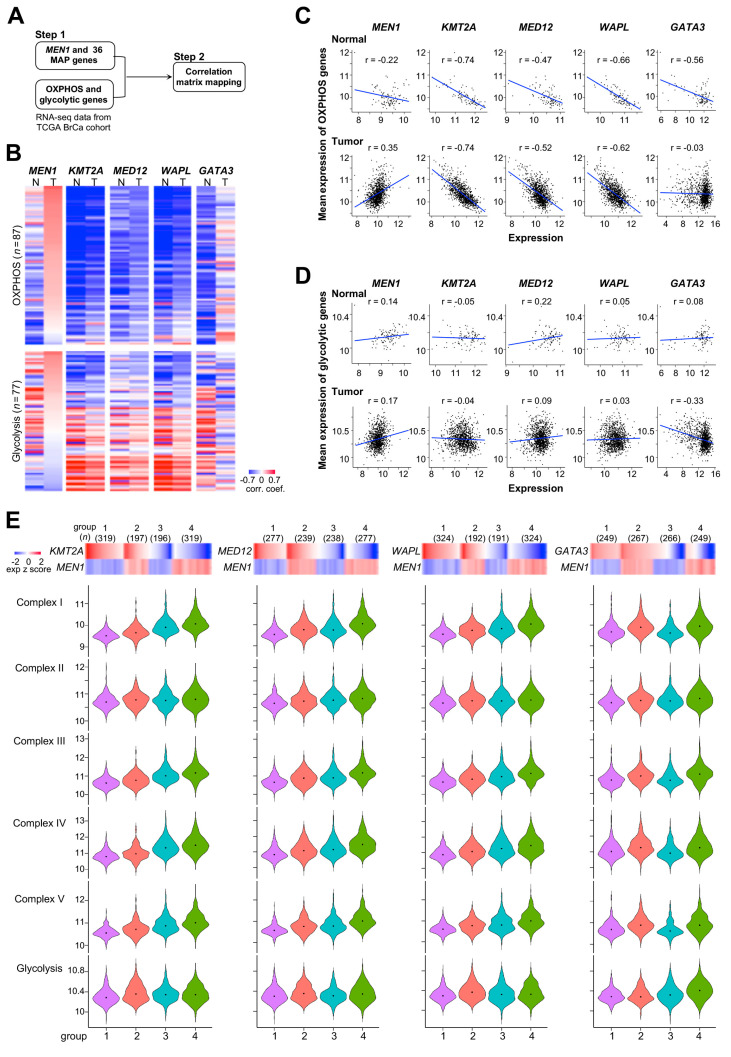
Expression correlation relationship of menin/MAPs genes and OXPHOS/glycolytic genes. (**A**) Workflow of the in silico correlation analysis of gene expression in The Cancer Genome Atlas (TCGA) breast cancer cohort. (**B**) Heatmaps of the expression correlation between *MEN1*/selected 4 MAP genes and OXPHOS genes (upper) or glycolytic genes (lower) in normal (N) and tumor (T) samples. The genes are arranged from the highest to the lowest according to gene expression correlation coefficients of *MEN1*–OXPHOS genes or *MEN1*–glycolytic genes in breast tumors. (**C**) and (**D**) Scatter plots and linear regression analyses of MEN1/selected MAPs expression and mean expression of OXPHOS genes (**C**) or glycolytic genes (**D**) in normal and tumor samples. (**E**) Violin plots (lower panel) shows the average expressions of the genes of OXPHOS complexes I-V and glycolysis in the samples of each of the corresponding 4 groups are shown as violin plots. Based on the median values (where ≥median is “high” and <median is “low”) of the expression of the corresponding individual genes (*KMT2A*, *MEN1*2, *WAPL*, and *GATA3*) and *MEN1*, the TCGA breast tumor samples were divided into 4 groups—1: high-low, 2: high-high, 3: low-low, and 4: low-high (upper panel). Letters on top of the violin plot denote statistical significance, where two groups with different letters are significantly different (*p* < 0.05) and those with the same letter are not.

**Figure 4:**
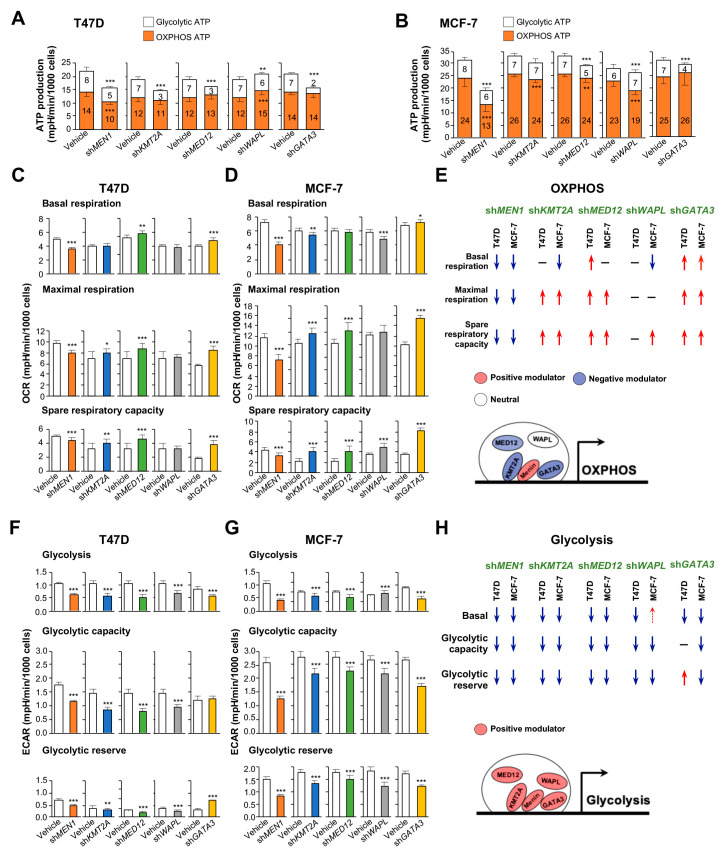
Bioenergetic dynamics are regulated by menin and MAPs in T47D and MCF-7 cells. (**A**) and (**B**) Glycolytic and OXPHOS ATP productions in T47D (**A**) or MCF-7 (**B**) cells infected with vehicle, sh*MEN1*, sh*KMT2A*, sh*MED12*, sh*WAPL*, or sh*GATA3* lentivirus. Statistics represented the difference of glycolytic or OXPHOS ATP production between shRNA knockdown and vehicle controls. (**C**) and (**D**) Bar charts representing mitochondrial functions in the single knockdown of *MEN1*, *KMT2A*, *MED12*, *WAPL*, or *GATA3* and their vehicle control in T47D (**C**) or MCF-7 (**D**) cells. (**E**) Schematic summary of mitochondrial dynamics affected by the knockdown of *MEN1* or MAPs. (**F**,**G**) Bar charts represented the glycolytic functions in T47D (**F**) or MCF-7 (**G**) cells subject to gene knockdown by sh*MEN1*, sh*KMT2A*, sh*MED12*, sh*WAPL*, or sh*GATA3* lentivirus. (**H**) Schematic summary of glycolytic functions affected by the knockdown of *MEN1* or MAPs. Data are presented as mean ± S.D. (*n* = 15–20 technical-replicate wells). Statistical significance was performed by an unpaired two-tailed Student’s *t*-test between treated groups and corresponding controls. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 5:**
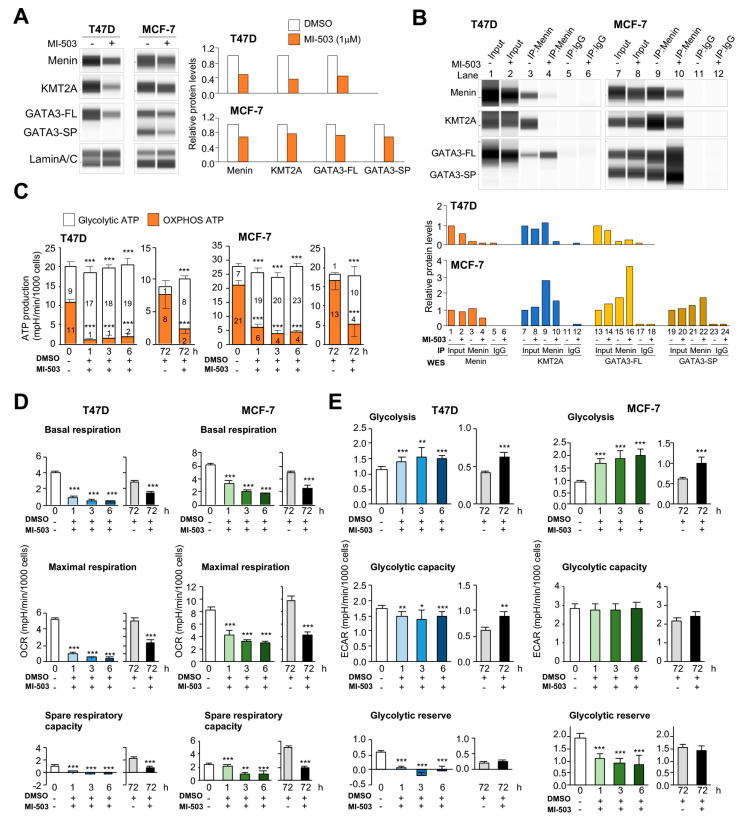
Integrity of the menin–KMT2A complex is required for OXPHOS functions. (**A**) WES of T47D or MCF-7 cells treated with DMSO or 1 μM MI-503 for 3 days (left). Relative protein expression normalized to the average of LaminA/C in WES (right). FL, full length; SP, spliced form. (**B**) Nuclear lysates of T47D or MCF-7 cells treated with DMSO or 1 μM of MI-503 for 3 days were immunoprecipitated with the menin antibody or IgG, and assayed by WES (upper). Relative protein expression in WES (lower). The protein expression in DMSO treated input was normalized as 1. FL, full length; SP, spliced form. (**C**) Glycolytic or OXPHOS ATP production in T47D or MCF-7 cells treated with 1 μM MI-503 for 0, 1, 3, 6, and 72 h, or DMSO control for 72 h. (**D**,**E**) Bar charts of the Seahorse mitochondrial stress test (**D**) and glycolytic stress test (**E**) on T47D or MCF-7 cells treated with 1 μM MI-503 for 0, 1, 3, 6, and 72 h, or DMSO for 72 h. Data are presented as mean ± S.D. (*n* = 10–15 technical-replicate wells). An unpaired two-tailed Student’s *t*-test was used to determine statistical significance for the difference between MI-503-treated groups and its controls. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 6:**
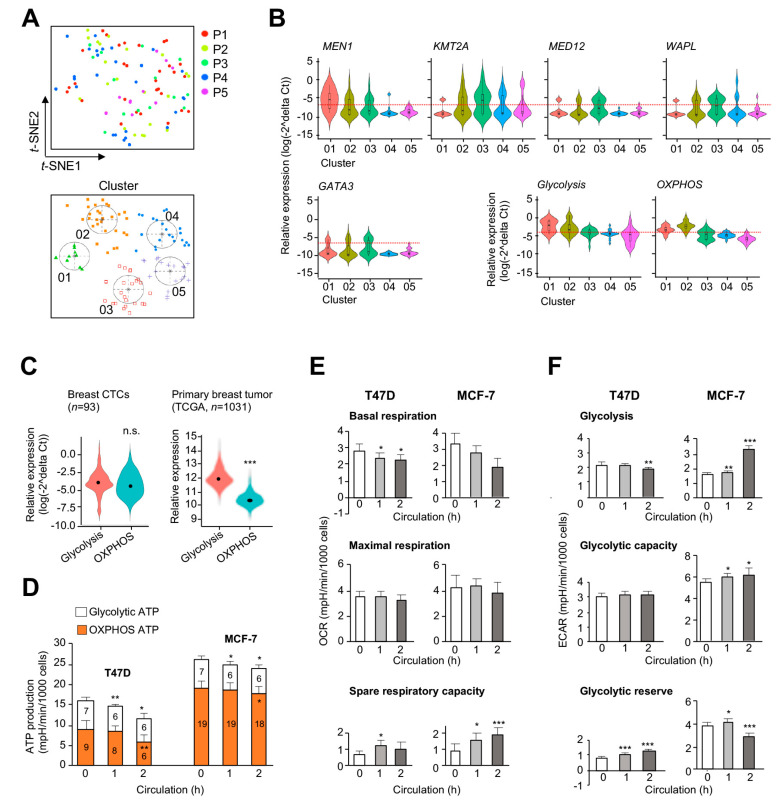
*MEN1* and OXPHOS expression are increased in breast circulating tumor cells (CTCs). (**A**) t-SNE profile plots and cell clustering of 93 CTCs from 5 breast cancer patients based on the single cell RT-qPCR expression profiling of 11 OXPHOS genes (*NDUFA7*, *NDUFA11*, *NDUFA13*, *NDUFB7*, *NDUFS7*, *NDUFS8*, *NDUFV1*, *SDHA*, *SDHB*, *SDHC*, and *SDHD*). (**B**) Violin plots of *MEN1* or selected MAPs expression, mean expression of 7 glycolytic genes (*ALDOA*, *ALDOC*, *ENO1*, *PFKL*, *PFKP*, *PGK1*, and *TPI1*) or mean expression of 11 OXPHOS genes (aforementioned) in the five cell clusters. Statistical significance among clusters was carried out using the Duncan multi-range test. (**C**) Mean expression of 7 glycolytic genes and 11 OXPHOS genes in these 93 breast CTCs or in the TCGA primary breast cancer cohort. (**D**) Glycolytic and OXPHOS ATP productions of T47D or MCF-7 cells after circulation (*n* = 6–10 technical replicates). (**E**,**F**) Mitochondrial (**E**) and glycolytic (**F**) functions of T47D or MCF-7 cells after circulation (*n* = 5–9 technical-replicate wells). Statistics represented the difference between no circulating control and each treatment. Data are presented as mean ± S.D. An unpaired two-tailed Student’s *t*-test was used for statistical significance determination. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/9/2715/s1, Figure S1: Increased *MEN1* expression and copy number are related to poor prognosis of ERa+ breast cancer patients; Figure S2: The BioID system, network analysis of 35 MAPs in T47D and in silico analysis of anti-menin and anti-KMT2A ChIP-seq; Figure S3: Expression correlation relationship of MAPs and OXPHOS/glycolytic genes; Figure S4: Gene and protein expressions and extracellular-flux analysis in MAP shRNA knockdown cells; Figure S5: Gene expressions and extracellular-flux analysis in cells treated with MI-503; Figure S6: CTCs isolation and in vitro circulation system; Figure S7: Validation of ATP quantitation by Seahorse Seahorse XFe96 analyzer using CellTiter-Glo Luminescent Cell Viability Assay Kit; Figure S8: The original WES images; Table S1: Biotin labelled nuclear proteins in T47D and MCF-7 cells (also see Figure 2C); Table S2: shRNA sequences used in this study; Table S3: RT-qPCR and Bio-mark primers used in this study.

# Supplementary material for: Menin and Menin-Associated Proteins Coregulate Cancer Energy Metabolism
**Source:** Cancers (Basel). 2020 Sep 22;12(9):2715. doi: 10.3390/cancers12092715
**Supplement:** Supplementary file 1

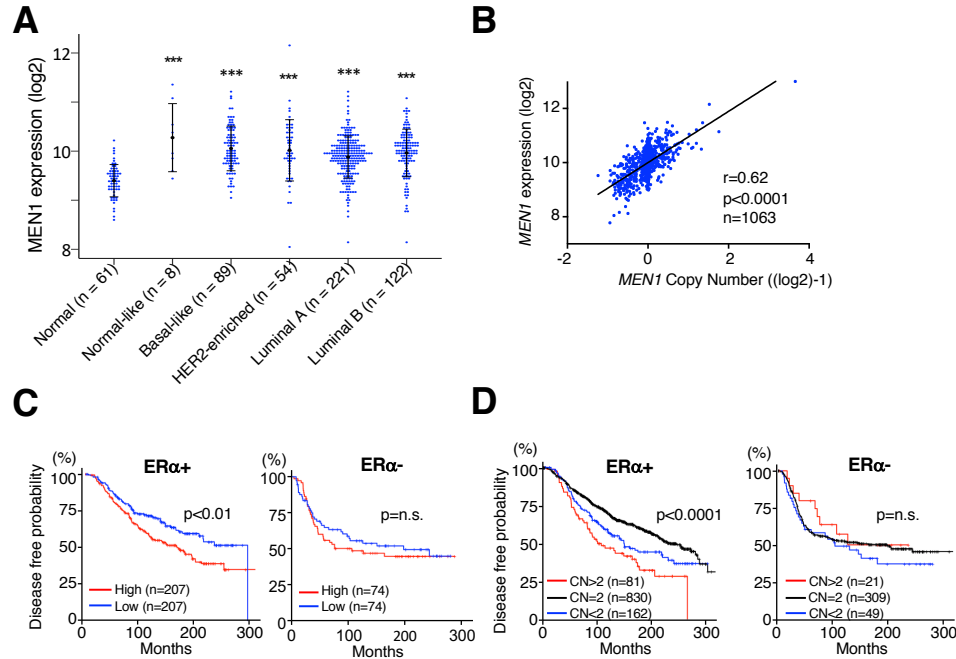

Figure S1.

Increased *MEN1* expression and copy number are related to poor prognosis of *ERα*+ breast cancer patients. **(A)** *MEN1* expression in different breast cancer PAM50 subtypes in TCGA breast cancer cohort. Significant levels were based on Duncan's multiple range tests (*** $P < 0.001$). **(B)** Scatter plot and linear regression of *MEN1* expression and copy number in TCGA breast cancer cohort. Significant levels were based on Pearson correlation coefficient. **(C)** and **(D)** Kaplan-Meier survival analyses and significant levels were based on logrank tests from Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) cohort based on *MEN1* expression (**c**) or copy number (**D**).

A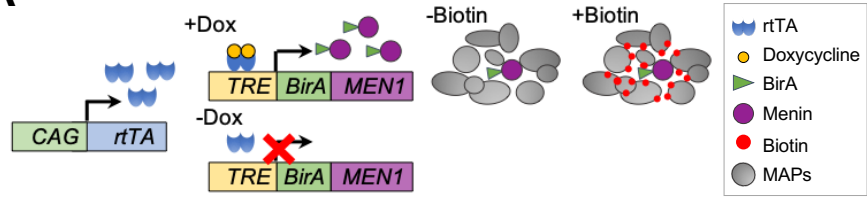**B**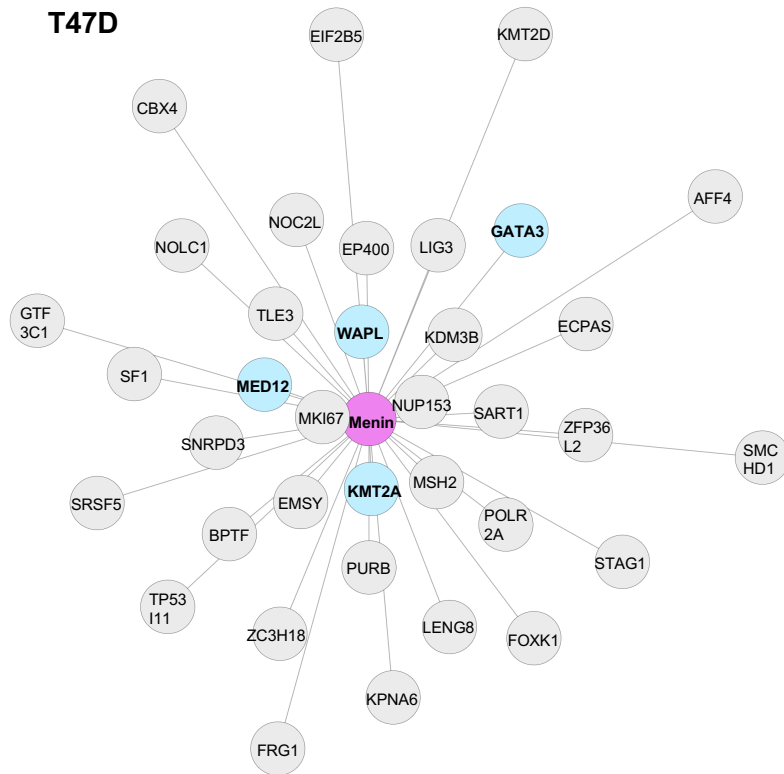

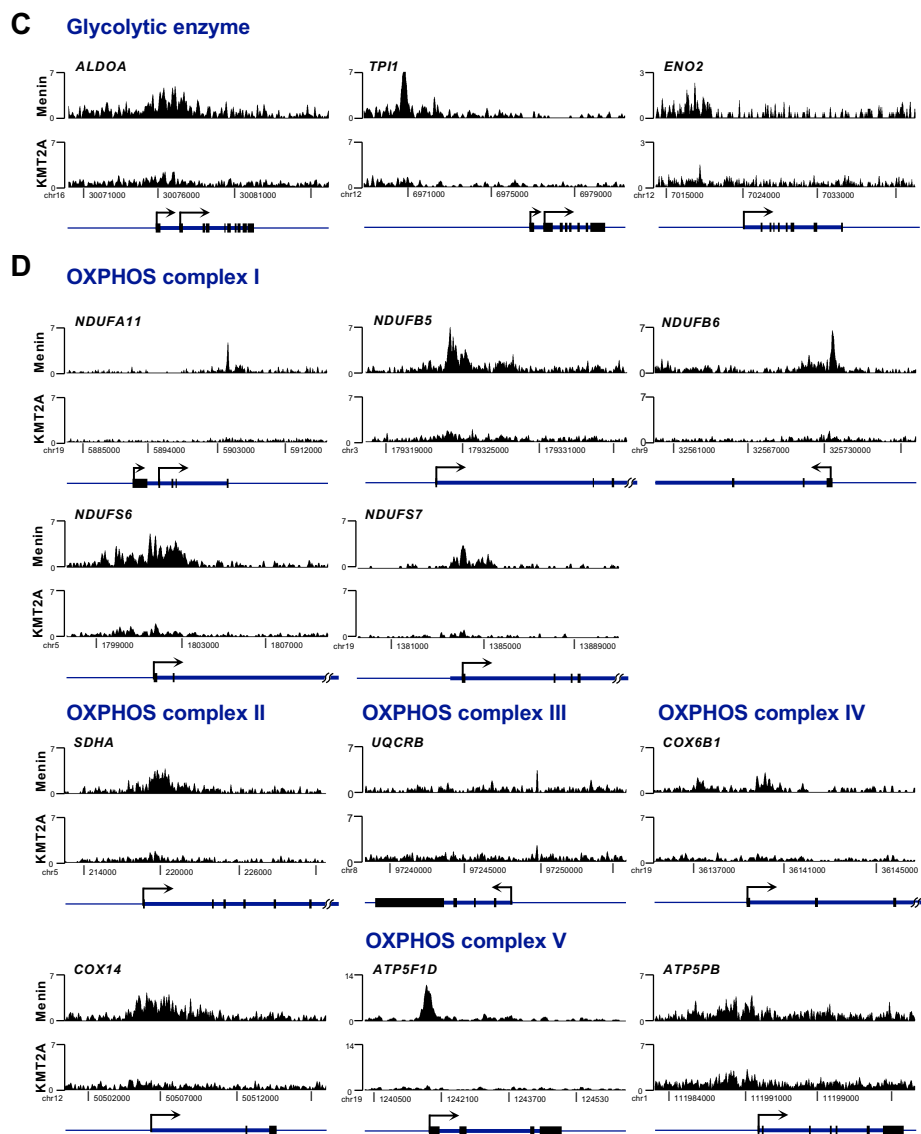

Figure S2.

The BioID system, network analysis of 35 MAPs in T47D and *in silico* analysis of anti-menin and anti-KMT2A ChIP-seq. **(A)** Schematic illustration of biotin labeling of MAPs using BioID proximity-dependent biotinylation with a doxycycline-inducible biotin ligase *BirA-MEN1* fused gene. **(B)** Network analysis of 35 MAPs in T47D cells. The distance between menin and MAPs represented the protein quantitative ratio of each MAP and menin. MAPs marked in blue were further validated by WES. **(C)** *In silico* analysis of anti-menin and anti-KMT2A ChIP-seq data indicates that anti-Menin immunoprecipitation enriched the promoter and gene body DNA sequence of the representative glycolytic genes and **(D)** OXPHOS genes in MCF-7 cells.

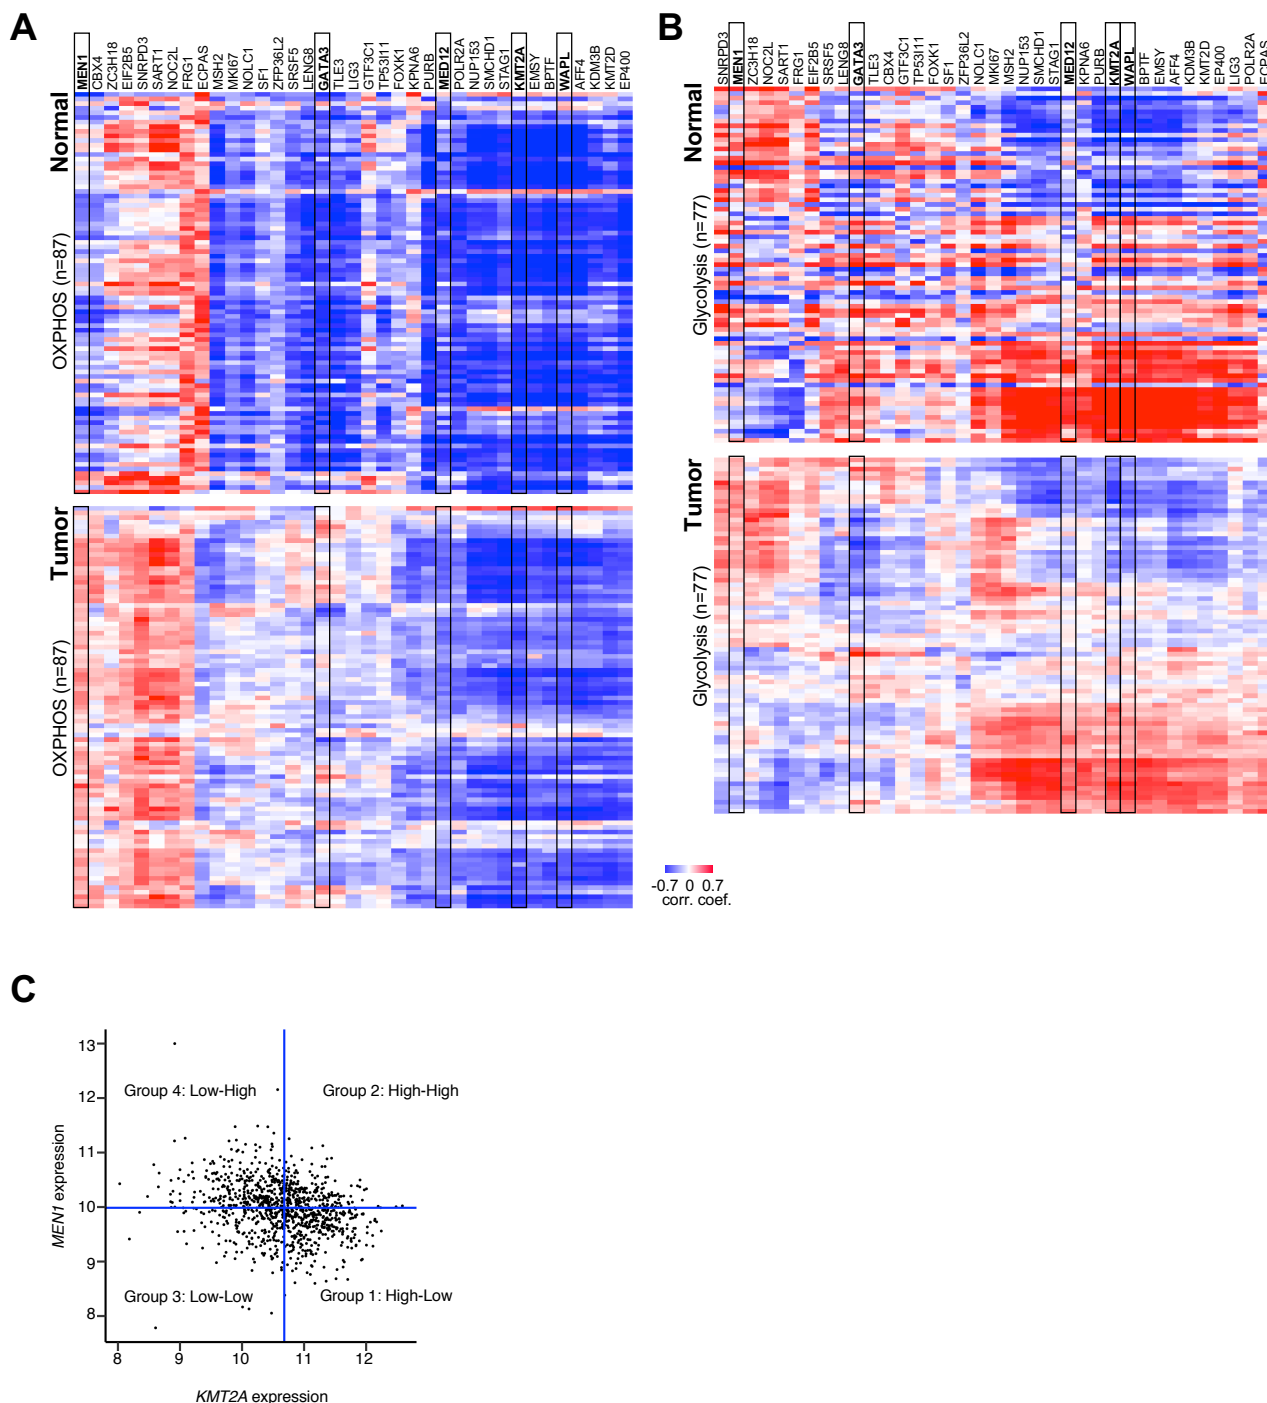

Figure S3.

Expression correlation relationship of MAPs and OXPPOS/glycolytic genes. **(A)** and **(B)**, Heatmaps of gene expression correlations of 37 MAPs (including *MEN1*) genes with OXPPOS genes **(A)** or glycolytic genes **(B)** in normal and tumor samples from TCGA breast cancer cohort. **(C)** Scatter plot of *MEN1* and *KMT2A* expression in TCGA breast tumors. The tumors are grouped into 4 groups (1-4) as in Figure 3E according to median values of both genes' expression. Similar groupings are also applied based on the median expression of *MEN1* and the other three MAP genes (*MED12*, *WAPL* and *GATA3*).

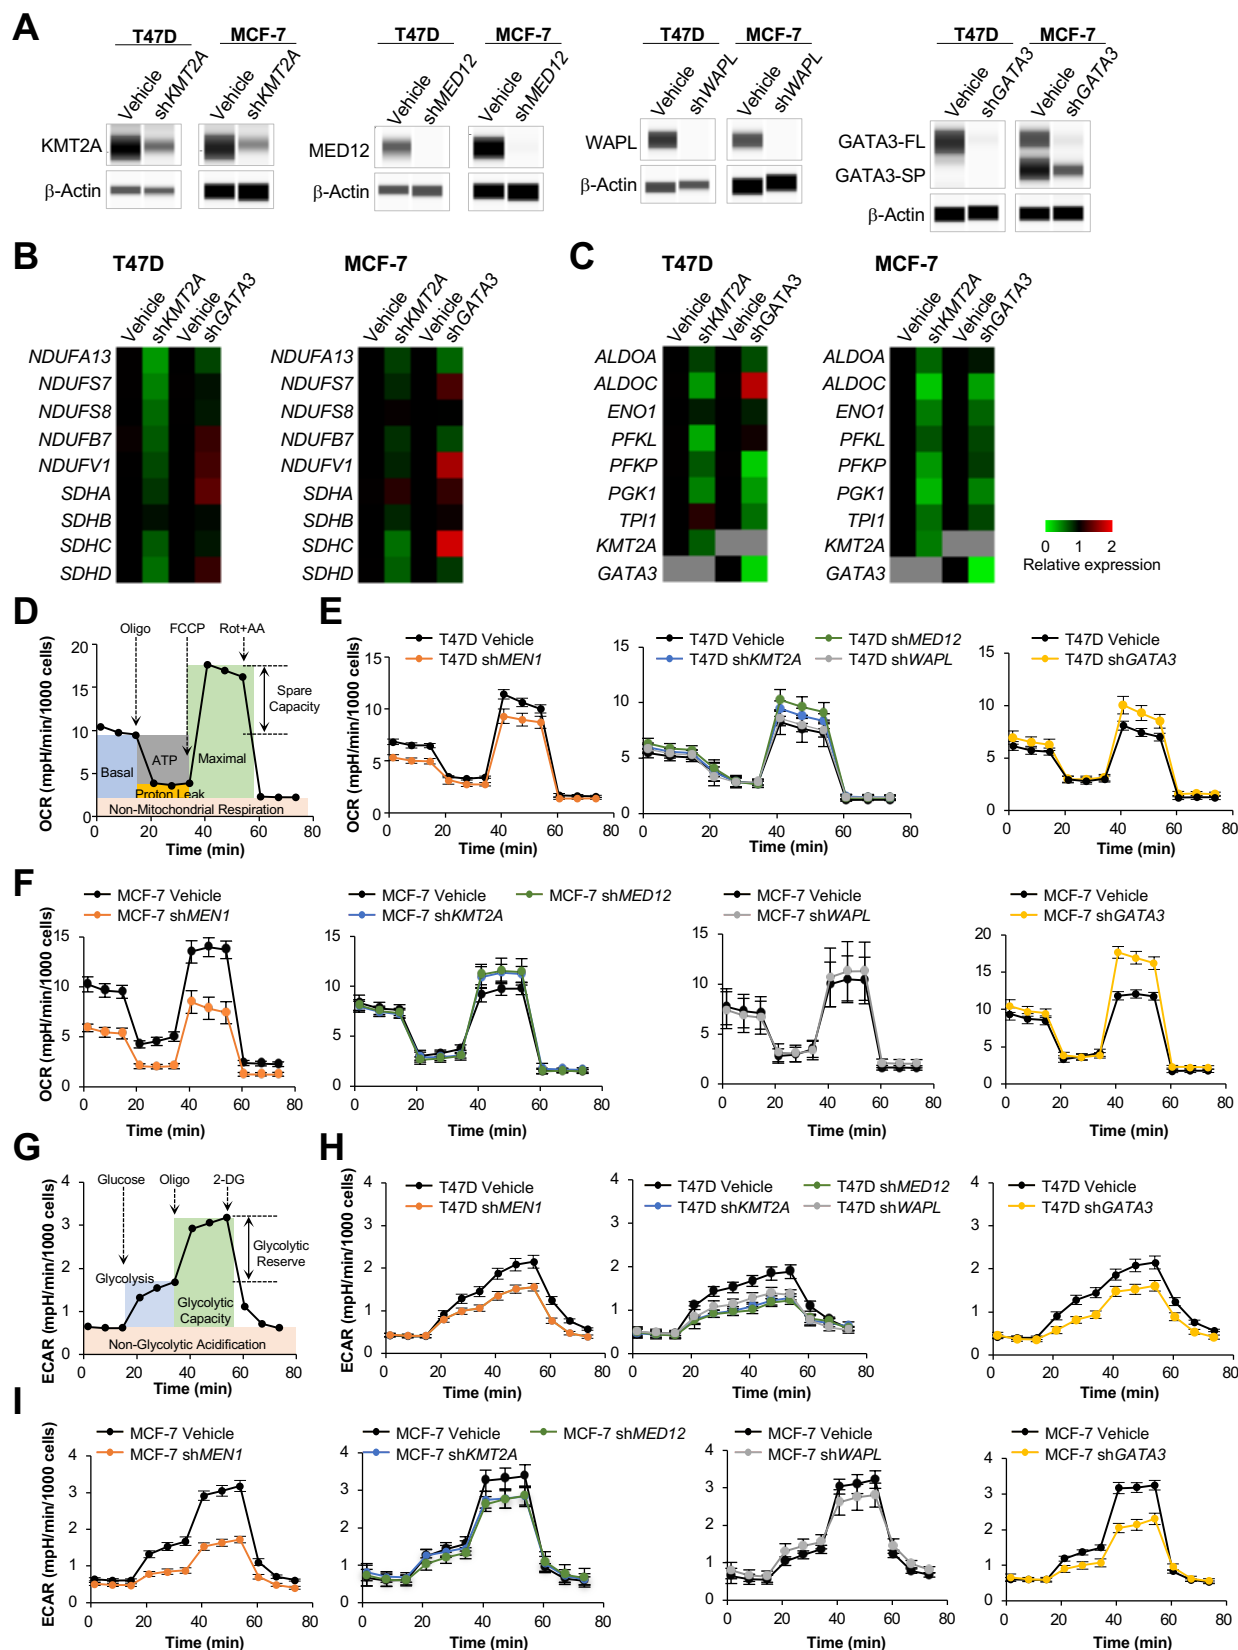

Figure S4.

Gene and protein expressions and extracellular-flux analysis in MAP shRNA knockdown cells. **(A)** WES of total lysate from T47D or MCF-7 cells subject to vehicle or MAP shRNA lentivirus infection. **(B)** and **(C)** Heat maps of RT-qPCR of OXPHOS genes **(B)** or glycolytic genes **(C)** in T47D or MCF-7 cells. The expression in vehicle control is normalized as 1 ($n = 3$). **(D)** Seahorse mitochondrial stress test profile. **(E)** and **(F)** Line charts of OCR for mitochondrial functions in T47D **(E)** and MCF-7 **(F)** cells. **(G)** Seahorse glycolytic stress test profile. **(H)** and **(I)** Line charts of ECAR for glycolytic functions in T47D **(H)** and MCF-7 **(I)** cells. Data are presented as mean $\pm$ S.D. ($n = 15$ -20 technical-replicate wells).

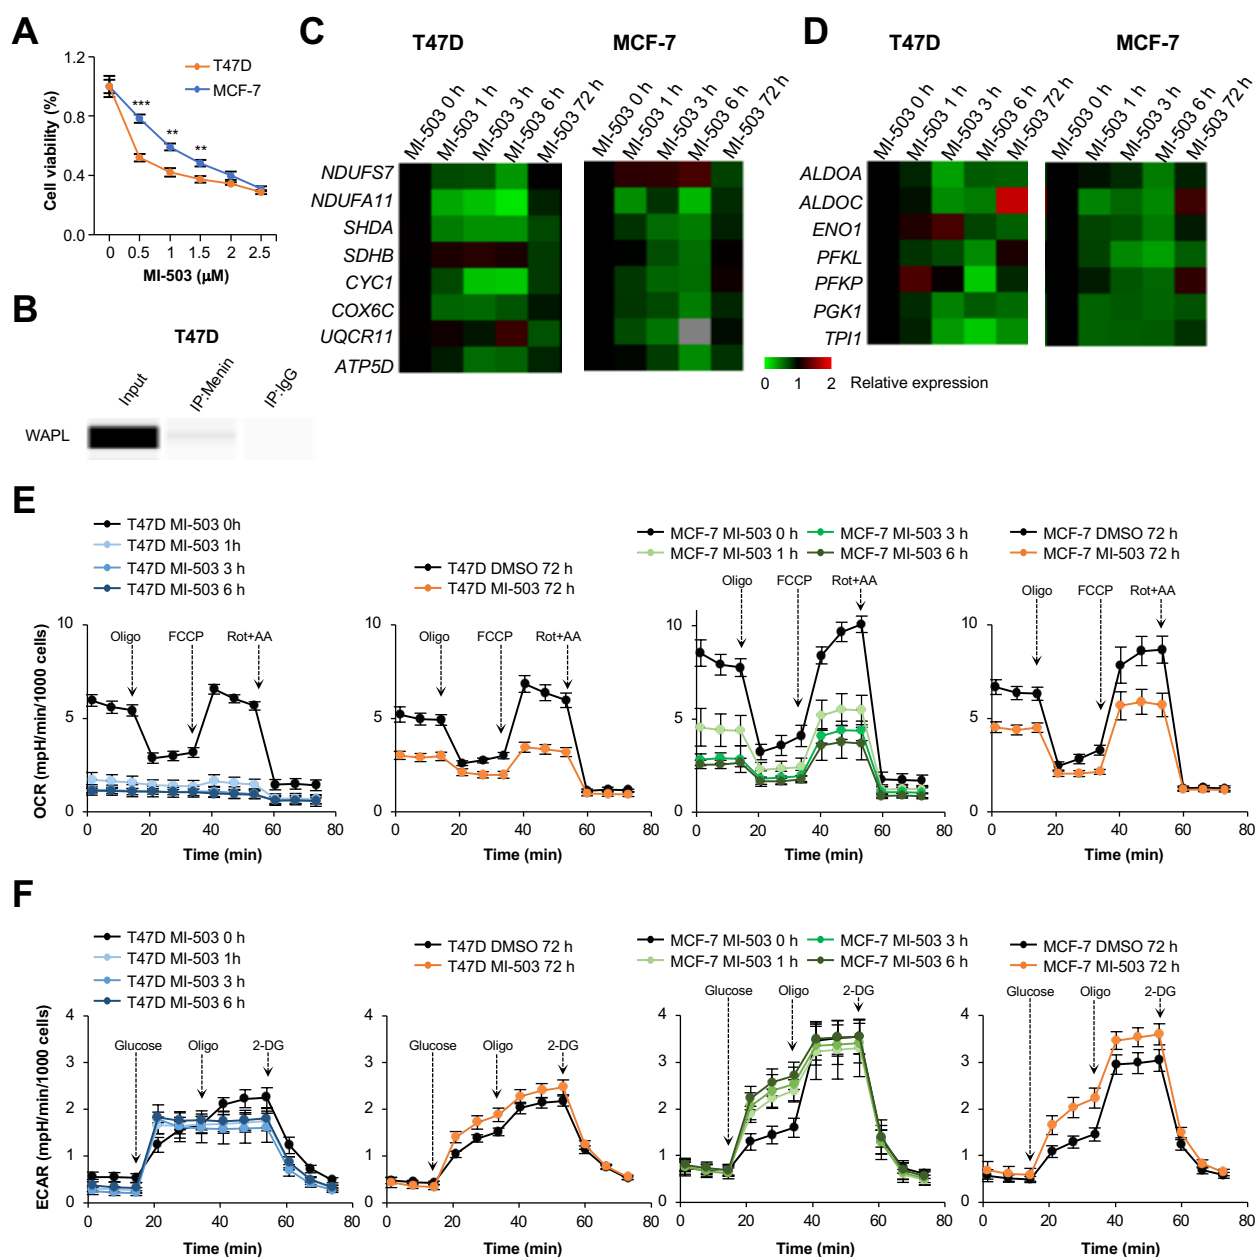

Figure S5.

Gene expressions and extracellular-flux analysis in cells treated with MI-503. **(A)** Cell viability of T47D and MCF-7 cells under different dosages of MI-503 for 3 days ($n = 5$). **(B)** Co-immunoprecipitation of WAPL, another MAP, with menin pulled down by anti-menin but not anti-IgG. **(C)** and **(D)** Heat maps of relative expression of OXPHOS **(C)** and glycolytic **(D)** genes by RT-qPCR in T47D or MCF-7 cells subject to 1 μ M MI-503 for 0, 1, 3, 6, 72 h, or DMSO for 72 h. Gene expressions post MI-503 treatment for 1, 3, and 6 h were normalized to that of the 0 h control; gene expressions post MI-503 treatment for 72 h were normalized to that of DMSO treatment for 72 h. The expressions in 0 h of MI-503 treated cells and 72 h of DMSO treated cells were normalized as 1 ($n = 3$). **(E)** and **(F)** Line charts of extracellular-flux analysis for mitochondrial **(E)** and glycolytic **(F)** functions in T47D or MCF-7 cells treated by MI-503 for 0, 1, 3, 6, 72 h, or DMSO for 72 h. Data are presented as mean $\pm$ S.D. ($n = 15$ -20 technical-replicate wells).

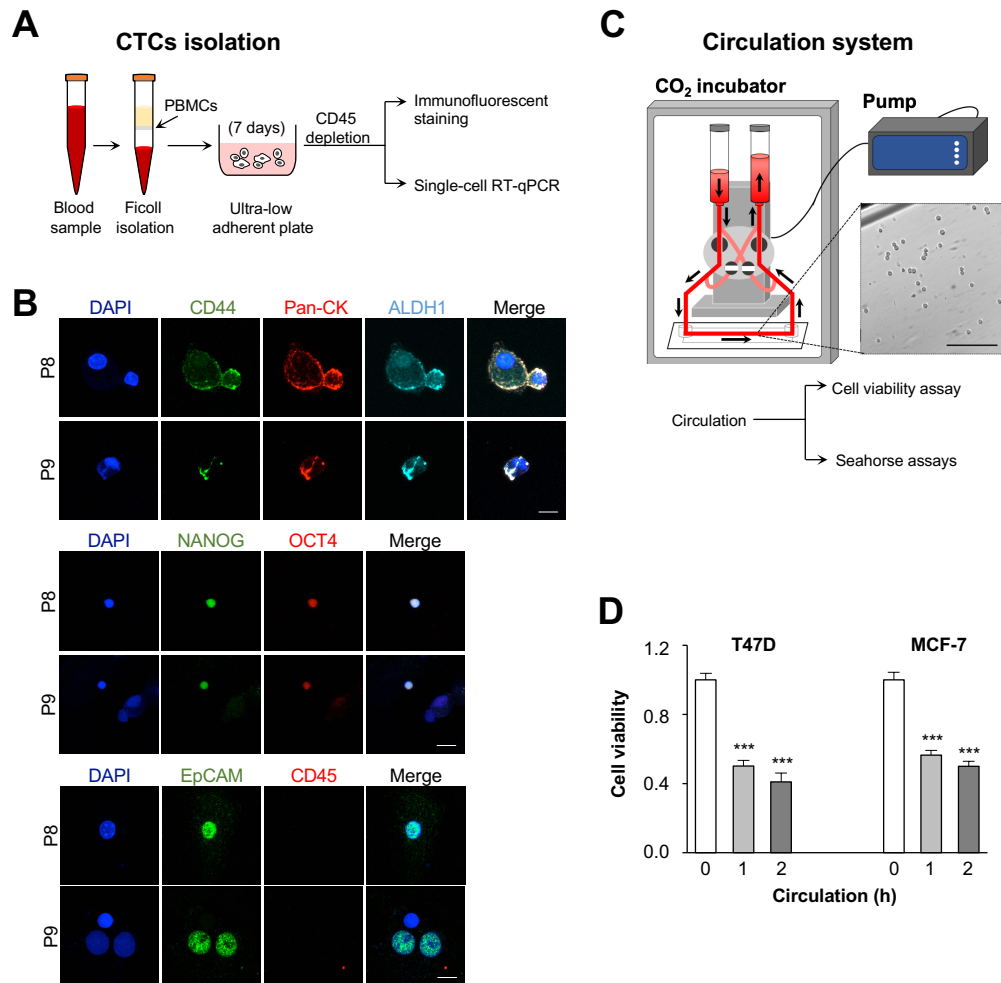

Figure S6.

CTCs isolation and *in vitro* circulation system. **(A)** Schematic workflow of CTC isolation, expansion, and subsequent experiments. **(B)** Representative images of CTCs staining with stem cell or epithelial markers. Scale bar, 10 μm . **(C)** Scheme of the circulation system and experimental assays. **(D)** Bar chart of cell viability of T47D and MCF-7 cells after circulation ($n = 5$ technical-replicate wells). Data are presented as mean $\pm$ S.D. Unpaired two-tailed Student's *t*-test was used for statistical significance determination of 0 h and each treatment (***) $P < 0.001$.

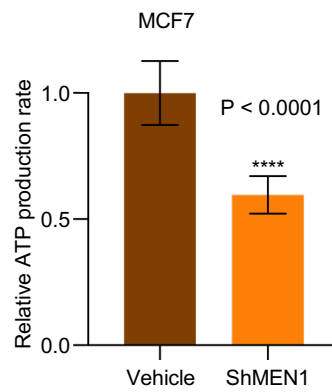

Figure S7.

Validation of ATP quantitation by Seahorse Seahorse XFe96 analyzer using CellTiter-Glo Luminescent Cell Viability Assay Kit. ATP reduction is observed in MCF7 cells treated with menin shRNA, consistent with the measurement result by Seahorse in Fig. 4A.

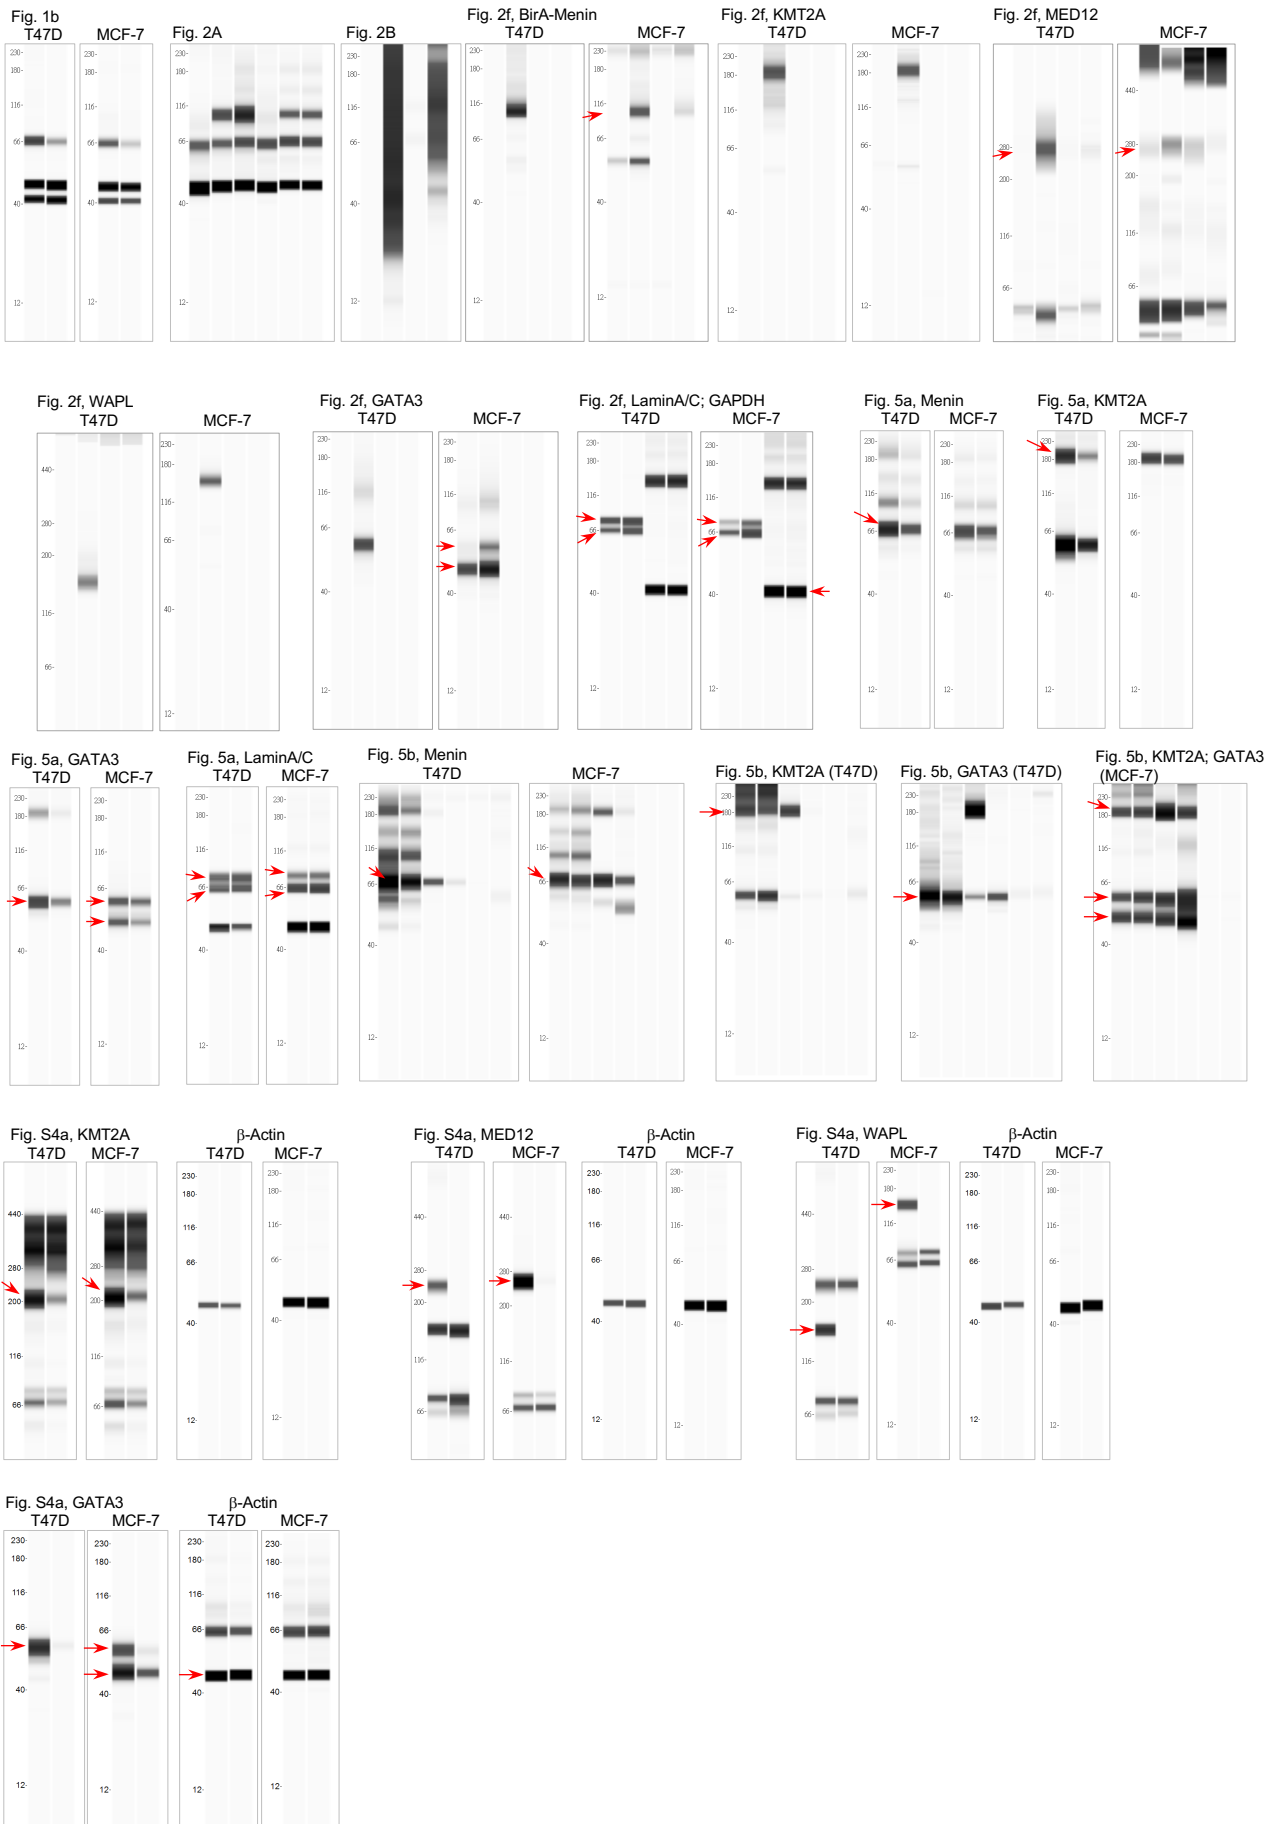

Figure S8. The original WES images.

Table S1. Biotin labelled nuclear proteins in T47D and MCF-7 cells. Related to Figure 2C.

	**T47D**	**MCF-7**
**Class 1:<br>Basal transcription factor complexes**	ACIN1, AFF4, BPTF, BTAF1, CCNT1, CHD8, DHRS7B, EIF2B5, EIF3C, ELMSAN1, GTF2F2, GTF3C1, HP1BP3, INTS1, INTS9, LIG3, MED1, MED12, MED14, NELFE, NOC3L, ORC2, PAF1, PAPOLA, POLA1, POLR2A, POLR2B, RFC5, SENP3, SUPT16H, TAF7, TOX4, WAC, WDR82, ZC3H4, ZHX3, ZMYND8.	AFF4, BPTF, CHD1, CHD3, EIF2B5, EIF5B, GRHL2, GTF3C1, HCFC1, HIRA, INTS8, LIG3, MED12, MED24, NCOR1, POLR1D, POLR2A, POLR2E, SMC6, WDHD1.
**Class 2:<br>DNA repair complexes**	ARID1B, BAZ1B, DCAF13, DDB1, EMSY, MSH2, NBN, PMS2, RBBP8, RIF1, SSBP1, XRCC1.	ARID1A, EMSY, FANCI, MDC1, MSH2, TNKS1BP1.
**Class 3:<br>mRNA modeling; RNA helicase; spliceosomes**	C17orf85, C19orf43, CMTR1, CPSF6, DDX10, DDX23, DDX27, DDX41, DDX42, DDX46, DDX54, DDX56, DHX36, DHX38, DHX40, DIS3, EIF2AK2, FIP1L1, FRG1, FUBP1, MCM3AP, MRTO4, NHP2L1, NUFIP2, PARN, PLRG1, PRCC, PRPF31, PRPF6, RAE1, RBM10, RBM17, RBM26, RBM28, RBM7, SART1, SART3, SF1, SF3A1, SF3B5, SF3B6, SMN1, SNRPD1, SNRPD3, SRBD1, SRSF5, TFIP11, TTC37, WDR33, XAB2, ZFP36L2, ZNF638.	ATXN2L, CNOT2, CPSF2, DCP1A, EDC4, ESRP1, FRG1, GEMIN4, GEMIN6, KHDRBS1, KHSRP, PCID2, RANGAP1, SART1, SF1, SF3A2, SF3B2, SKIV2L2, SNRPD3, SRRM2, SRSF3, SRSF5, THOC1, THRAP3, TRA2A, UPF2, ZCCHC8, ZFP36L2.
**Class 4:<br>Nuclear scaffold complexes relate**	DRG1, DRG2, ECM29, KPNA6, MISP, MKI67, NDC1, NSFL1C, NUP107, NUP153, NUP188, NUP205, NUP85, PPP1R10, SMC1A, SMC4, SMCHD1, SUN2, SURF6, TUBB6, TUBGCP2, WDR3, WDR46.	ECM29, EHD4, KPNA6, MAD1L1, MKI67, MYH10, NOP14, NUP153, NUP210, NUP88, PLK1, POM121C, SAFB2, SEC13, SMCHD1, SYMPK, TPX2.
**Class 5:<br>Site-specific transcription factors**	CHAMP1, NCAPD2, NCAPD3, PDS5A, PDS5B, POGZ, STAG1, TOP1, TOP2B, WAPL.	STAG1, WAPL.
**Class 6:<br>Cohesin related complexes and mediators**	ADNP, AQR, ARFGEF1, BDH1, CBX4, CRK, DNAJA3, FOXK1, FOXK2, GATA3, GREB1, JAK1, MKL2, MLLT11, MYBBP1A, NCOA6, NFIC, NKRF, PARP14, PEG10, PURB, RFX1, SBNO1, SCML2, SCYL1, SENP1, SIN3A, STAT2, TCF20, TLE3, TP53I11, YAP1, YY1AP1, ZC3H18, ZNF148, ZNF281, ZNF687.	CBX4, CHCHD3, DIDO1, ERBB2IP, FOXK1, G3BP1, GATA3, GATAD2B, GSE1, ILF3, MBD3, MYEF2, PPM1D, PURB, SAMD1, SPEN, TCF25, TLE3, TP53BP1, TP53I11, TRPS1, TSC2, ZC3H18, ZMYM2, ZNF384, ZNF644.
**Class 7:<br>Histone modifying enzymes**	EP400, EZH2, GRWD1, HDAC2, JMJD1C, KDM2A, KDM3B, KMT2A, KMT2D, NOC2L, PHF8, RSBN1, RSBN1L, SETD1A, SMARCAD1, TRRAP, WIZ.	BAZ2A, EP400, HIST1H2BB, HIST1H2BC, KAT6B, KDM3B, KMT2A, KMT2D, NOC2L, OGT, PAXIP1, SAP130, SMARCAL1, SMARCC2, SRCAP, STK19, SUDS3.
**Class 8:<br>tRNA modification, ubiquitination, and others**	ACOT13, BCLAF1, CRNKL1, CUL4B, CUL5, DARS2, DERA, EARS2, EBP, FAM120C, FBXL6, FDPS, GNL2, GPATCH1, IMP4, IPO11, ITPR2, KARS, KIF13B, L1RE1, LENG8, NFS1, NOL6, NOLC1, NOP2, PCNP, PDCD6, PPP2R5D, PPT1, PRKACG, PRKCD, PSPC1, QIL1, RANBP3, RBBP6, RNF213, RPF2, RPP30, RPP38, RSL1D1, SRP14, SUGT1, TAOX2, TCOF1, TRMT1L, TRMT5, TRNT1, UBE2L6, UBE3A, UBE4B, UBR4, UBXN7, UGDH, UNC45A, UTP6, WDR75, YARS2, YIF1B, YLPM1.	AP3D1, BAG2, BOLA2, CBS, DUT, IMPDH2, LAS1L, LENG8, NOLC1, PARL, PISD, PUS1, SRRT, UNC50.

Table S2. shRNA sequences used in this study.

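The shMEN1 target sequence is GCTGCGATTCTACGACGGCAT, 21 bases of the MEN1 coding sequence, and the guide strand made from the hairpin is its reverse complement, ATGCCGTCGTAGAATCGCAGC. Matched to GRCh38, the target lies on the minus strand of chromosome 11 from 64805125 to 64805145, in exon 9 of the 10 exons of the gene's main annotated transcript in GENCODE v44, and in 18 MEN1 transcripts in all. MEN1 was the 1 gene whose transcripts held a full match. An shRNA of this kind is processed to a small interfering RNA that directs cleavage of the matching mRNA. Its seed, the bases near the 5′ end of the guide, can also lower mRNAs with the complementary site GACGGCA in their 3′ UTR.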

sh <i>MEN1</i>	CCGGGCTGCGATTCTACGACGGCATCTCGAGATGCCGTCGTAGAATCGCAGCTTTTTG
sh <i>KMT2A</i>	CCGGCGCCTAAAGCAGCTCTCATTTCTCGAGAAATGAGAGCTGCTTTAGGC<br>GTTTTT
sh <i>MED12</i>	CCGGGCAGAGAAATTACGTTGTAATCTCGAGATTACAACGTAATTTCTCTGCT<br>TTTT
sh <i>WAPL</i>	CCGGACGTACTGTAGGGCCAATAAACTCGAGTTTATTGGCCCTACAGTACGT<br>TTTTTG
sh <i>GATA3</i>	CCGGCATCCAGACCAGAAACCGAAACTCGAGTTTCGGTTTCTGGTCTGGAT<br>GTTTTT

Table S3. RT-qPCR and Bio-mark primers used in this study.

Gene	F1 (5'- sequence -3')	R1 (5'- sequence -3')	R2 (5'- sequence -3')
<i>MEN1</i>	CCAGACAGTCAATGCCG	CAGGTCAATGGAAGGGTT	TGAACGCCACCTCCATC
<i>KMT2A</i>	AAATGAGAGTAATGATAGG<br>AGAAGC	GTGGAGGTGGAGACGAG	TGGGGGGCACTTTGTAGA
<i>MED12</i>	TCAGTCAACAAGCACGC	AGGAGGATGGTCTGTAGG	GGGCACATAAGCAGGTC
<i>WAPL</i>	GTGACAAATCGGGGCTC	GGGTGGGTAGAAGGAAG<br>AAA	TCAAAAATAGGAAGACAAT<br>AGAAGGC
<i>GATA3</i>	CCACCACAACCACACTC	GGATTTGCTAGACATTTTT<br>CGG	TGCCTTCCTTCTTCATAGT<br>CAG
<i>ALDOA</i>	TCAAATCCAAGGGCGGT	CAATCTTCAGCACACAAC<br>G	CTTGGGTGGTAGTCTCG
<i>ALDOC</i>	TTCACCTGGCACCAACT	GCCATCCTGTTCTGACTT<br>CTA	GCTCCCTATCCTCCCATC
<i>ENO1</i>	GGAAAGATGCCACCAATG	CCCAGACCTGAAGAACT	CCAATAGCAGTCTTCAGC<br>AG
<i>PFKL</i>	CGACTGGCTGTTTCATCC	GAGATGGGCTTCCCGTT	CCCACGGCTCCGAGTCT
<i>PFKP</i>	GGAGAAGCACGAGGAGT	GCAGGTGTGGGTGATAGT	AGTGTTCAAGGGCGGTGT
<i>PGK1</i>	TCGGGGCTAAGCAGATTGT	CAAGTGGCAGTGTCTCC	GCTTTCACCACCTCATCC
<i>TPI1</i>	GAGCAGACAAAGGTCATC<br>G	TGGACTTCAGCCATCCTC	CAGTCTTGCCAGTACCAA<br>T
<i>NDUFA7</i>	ACTACTTTGCCTCCTTGG	GCCTGGGAAACATGGTG	AAAAGTAGAAGTGATACCT<br>GAGC
<i>NDUFA11</i>	AGTGAAACCCTGTCTCTAC<br>TAT	GTGACATGATCTCGGCTC	TTCTCATGCCTCAGCCTC
<i>NDUFA13</i>	TACAGGCAGAAACCGACC	GTACAGCTCCCCGATCAA<br>G	GAACACAGACTCCCCCAC
<i>NDUFB7</i>	CACACAGCAGGAGATGAT	GCAGTAGTCCCAGTCGT	CGCTTGCACTTGAGCAG
<i>NDUFS7</i>	GCACACTCACCAACAAGA	GATGTAGATGTCCACGGG	CATGGAGACCACGTAGCG
<i>NDUFS8</i>	ATCCCGAGATGGACATGA<br>A	GTAGTTGATGGTGGCCG	GAACAGGTAGCTCAGGGT
<i>NDUFV1</i>	CTGTGGAGGAGGAGATGT	GGGGATCAGTGGGGTAG	AGTGGGGTAGACGAGCC
<i>SDHA</i>	CATTCCCACCAACTACAAG<br>G	GACAACCAGGTCCAAGAG	TGTACCGAGGCACAGGC
<i>SDHB</i>	GAGAAGGCATCTGTGGC	GCATAGAAGTTGCTCAAA<br>TCG	GTGTGGAAGAGGGTAGAT<br>TT
<i>SDHC</i>	GTGGGTAGGGTTGAGGGA	ACATACAGTGGTTTGGGT<br>G	CCAGAAATGACCAAGAGA<br>AAG
<i>SDHD</i>	AACTATCACGATGTGGGC	CTTATCTGTTATTTCTTCC<br>TTATTGTGAG	AAGCAGAGGCCAAAGAGG
<i>CYC1*</i>	CGGAGGTGGAGGTTCAA	CACGATGTAGCTGAGGTC	
<i>COX6C*</i>	CGTATCAAGGACAGTAAC<br>ACCA	ATCAGCCACACGAAACT<br>A	
<i>UQCR11*</i>	GCTGACAGAACTGCCTA	CCCAGATACATCACTCCC<br>AA	
<i>ACTB</i>	CATGTACGTTGCTATCCAG<br>GC	CTCCTTAATGTCACGCAC<br>GAT	CTCCTTAATGTCACGCAC<br>GAT

*RT-qPCR only, F1 and R1 was used. For *ACTB*, same primer set was used for outer and inner primer.

How the deposited data were processed for this re-analysis (not part of the article)

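RNA-seq was done on 2 established breast cancer cell lines, T47D and MCF-7, each infected with a lentivirus carrying 1 shRNA against MEN1 (shMEN1) or with the empty vector virus (vehicle). Each of the 4 groups has 2 libraries, which the paper calls biological replicates. A p-value for a gene rests on the spread between 2 samples per group, pooled over the 8 libraries and shared across genes. That of camera compares a list with other genes, and the permutation tests of seed sites measure the spread between genes, not between samples. The cell line, the arm and the replicate of each library were taken from the sample labels and fit the paper's description. MEN1 was lower in every shMEN1 library than in every vehicle library of its line.

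The authors aligned paired-end reads to GRCh38 with STAR (2.5.3a in the submitters' processing notes) and quantified genes with RSEM, whose version, like the release of the gene annotation, is not given in the sources used here. In the deposited tables the expected count of a gene is RSEM's estimate of the fragments that came from it, with fragments that map to several genes shared out by likelihood, and it is not normalized. The authors' FPKM is that count scaled by effective length and by the total of the library, and the deposited TPM is the same estimate scaled so that every library has the same sum. The deposited effective length is an average over the transcripts of a gene, weighted by their abundance in that library, so it differs between libraries. Each table holds 58302 genes, named by an Ensembl identifier, of which 57532 were found in GENCODE v44, the annotation used here for symbols, coordinates, GC content and 3′ UTRs. Whether the counting used strand is not given in the sources used here, so antisense and overlapping genes, and genes with near-identical copies, are uncertain.

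For the main test the expected counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) was fitted to all 8 libraries with 4 groups. This left 18767 genes. The contrasts were shMEN1 against vehicle in each line, and the interaction, the T47D change minus the MCF-7 change. P-values were adjusted by Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are TMM-normalized CPM. The library totals of 30920989 to 41328843 expected counts set the precision, and a group at 0 counts allows up to 3 counts, so a fold against it is a lower bound over the group that covers counting error only.

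The paper's own rule was applied to the FPKM values as deposited: a ratio of the mean FPKM of the shMEN1 libraries to that of the vehicle libraries of at least 1.5 or at most 0.66, for genes with a mean FPKM of at least 10 in either arm. The paper's text leaves open whether its fold is a ratio of means and in which libraries the FPKM minimum had to be met. DAVID, which the paper used for pathways, was not run here.

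Gene lists were written from general knowledge and the paper's pathway names. They cover glycolysis, other genes of glucose metabolism, nuclear pore proteins, the subunits of OXPHOS complexes I to V and their union, assembly factors of complex I, subunits encoded by mitochondrial DNA, the tricarboxylic acid cycle, fatty acid oxidation and synthesis, cholesterol, glutamine, genes induced by estrogen, luminal identity, basal and mesenchymal markers, markers of stroma and blood, double-strand break repair, the cell cycle, rRNA processing, cytosolic and mitochondrial ribosomal proteins, interferon-induced genes, the NF-kB and IL-17 response, targets of the ERK pathway, G proteins and adenylyl cyclases, keratins and the cornified envelope, glycosphingolipids, the extracellular matrix, menin and its methyltransferase complexes, menin targets from other systems, p53 targets, the unfolded protein and integrated stress response, hypoxia, regulators of energy metabolism, the genes of Table S3, zinc finger genes and olfactory receptors. Each of the 41 lists with at least 3 measured genes was tested in each contrast with camera (limma 3.58.1) on voom values with a preset correlation of 0.01 between genes, adjusted over the lists of that contrast. The value given for a list is the median of its genes' log2 fold changes from voom. camera was repeated with a correlation estimated from the data, where no list was called, and fry, which asks whether a list's genes move on balance one way, was run beside it. With an estimated correlation camera also tests on the few residual degrees of freedom, so calls lost there do not measure correlation alone. The table of menin-associated proteins in Table S1, as available here, holds fewer proteins than the paper gives, and was left out.

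The genes named in the text are those of Table S3, ESR1, MYC and others that the paper's first results section names, the 8 largest rises and the 8 largest falls in each line among called genes with a mean of at least 5 CPM in that line, all shMEN1 libraries beyond all vehicle libraries and a gene symbol that is no clone name, up to 4 called members with the largest change from each list, the 6 largest fitted differences between the lines, and members of Table S3 without a call. The differences between the lines given for MEN1, EGR1 and ADM were added after their values were seen.

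The alternatives were DESeq2 1.42.0, limma voom, limma on log2(FPKM + 1) for genes with a mean FPKM of at least 1, RLE scaling, no filter on low counts, a mean count of at least 10, libraries thinned to 30920974 counts, each line fitted alone, a fold threshold beside the adjusted p, removal of each library's trend in effective length (loess with a span of 0.3), the replicate number as a block, and leaving out each library in turn. For the fold rule they were other FPKM filters, a count filter, FPKM + 1, TPM, CPM and both replicate ratios. With a library left out, its group has 1 sample, which is assumed to vary like the other groups. A call can then be lost or gained through the shared estimate of spread, with little change in fold. Removal of each library's GC trend was added after the data were seen, as were the tests on GC content for the shRNA seed and the tests on the nuclear OXPHOS subunits of MCF-7.

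Each test was run on simulated data, with counts drawn for the real genes from the real means and totals. The real fits had been run once before this test was written, and the simulation of log2(FPKM + 1) was corrected after its first run. With 18650 simulated genes, edgeR made 74 calls in T47D, of which 5 were false (6.76%), DESeq2 made 82 with 10 false (12.2%), voom 64 with 4 false (6.25%) and log2(FPKM + 1), on 14512 genes, 55 with 7 false (12.7%). In MCF-7, where nothing was changed in the simulation, edgeR, DESeq2 and voom each made 0 calls and log2(FPKM + 1) made 9. With the glycolysis genes lowered 1.5-fold in simulated T47D data, camera called the list at a median log2 fold change of -0.57 and called 1 other list. Genes were drawn independently, with the same dispersion in all groups and no GC or length trend added. The simulation therefore does not cover false calls that come from correlated genes or from the unequal replicate spread of the real libraries. Same-numbered replicates were not treated as pairs, since nothing in the labels or the paper says that a number marks a shared culture or day.

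The match of the shRNA to the genome and to transcripts used GRCh38 and GENCODE v44. Seed sites were counted in the 3′ UTRs of tested genes, and the medians of genes with and without a site were compared by 100000 permutations within 20 bins of 3′ UTR length. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.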

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

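The tests on the count of changed genes and on the nuclear OXPHOS subunits of MCF-7 were chosen only after the result was seen, and removal of the GC trend was added after the data were seen, though the bounds for glycolysis in T47D were set before its values with trends removed were known.

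More genes changed in T47D than in MCF-7, 7017 against 1965, a ratio of 3.57, and the interaction term found a different change in the lines for 2795 genes. The ratio was 1.83 with each library's GC trend removed, 3.25 with the effective-length trend removed and at lowest 1.57 when a library was left out, without T47D shMEN1 replicate 2. Each stayed above a bound of 1.5, but that bound was set with the counts known, so it could not decide for or against any of them. More genes were still called in T47D than in MCF-7 in each case. The GC trend and T47D shMEN1 replicate 2 each could account for part of the excess. The GC slopes of T47D differ between the arms, so their removal also takes out any knockdown effect that follows GC. The interaction count itself ran from 105 without MCF-7 vehicle replicate 1 to 5461 without T47D shMEN1 replicate 1. A deeper MEN1 knockdown in T47D and a stronger response of this line stay open, as neither was tested as a cause. The MEN1 difference between the lines did not pass edgeR's interaction test and was -0.24 with the GC trend removed. It passed with DESeq2, with voom, without a filter on low counts and with the replicate number as a block.

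Glycolysis responded differently in the lines, with a median difference of -0.89 (adjusted p = 0.0012 from camera, adjusted p = 0.74 with an estimated correlation). The T47D median of -0.93 was -1.01 with the GC trend removed and -0.89 with the effective-length trend removed, and the list was called in each case. This argues against either trend as its cause. An effect of the knockdown on glycolytic genes is a hypothesis that these values leave open, as are other effects of the 1 shRNA used and a difference between the cultures. The T47D call does not hold with a correlation between genes estimated from the data, and that of the difference was also lost with fry (adjusted p = 0.095).

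The nuclear OXPHOS subunits of MCF-7 had a median of 0.23 and were called higher by camera, a call lost with an estimated correlation (adjusted p = 0.89) and with fry (adjusted p = 0.62). The median was 0.0083 with the effective-length trend removed and -0.11 (adjusted p = 0.045), a call in the other direction, without MCF-7 shMEN1 replicate 2, the library whose counts came from shorter transcripts. With the GC trend removed it was 0.23, but the GC slopes of the MCF-7 libraries lay between -0.05 and 0.07. There was thus little GC trend to remove, and this test decides little. The shift may come from the bias toward short transcripts in MCF-7 shMEN1 replicate 2. No biological explanation was tested.

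Other lists also differed between the lines by the interaction term, and each value that follows is the median of the T47D change minus the MCF-7 change. Genes induced by interferon differed by -1.64 (adjusted p = 1.4e-14 from camera, adjusted p = 0.54 with an estimated correlation). Extracellular matrix genes differed by -1.14 (adjusted p = 4.8e-05 from camera, adjusted p = 0.54 with an estimated correlation), a call lost with fry (adjusted p = 0.065). For keratins and the cornified envelope the difference was -1.06 (adjusted p = 0.0012 from camera, adjusted p = 0.54 with an estimated correlation), and -1.64 without T47D shMEN1 replicate 1. Cytosolic ribosomal proteins had a difference of -0.50 (adjusted p = 3.1e-05 from camera, adjusted p = 0.83 with an estimated correlation), -0.75 without MCF-7 shMEN1 replicate 1 and -0.21 without MCF-7 shMEN1 replicate 2, with the call lost when the length trend was removed (-0.099) and with fry (adjusted p = 0.21). Cholesterol synthesis and SREBP2 targets had a difference of -0.88 (adjusted p = 0.0029 from camera, adjusted p = 0.76 with an estimated correlation), a call lost with fry (adjusted p = 0.12), and -0.42 without MCF-7 shMEN1 replicate 2 and -0.54 with the length trend removed. Genes induced by hypoxia differed by -0.72 (adjusted p = 0.0033 from camera, adjusted p = 0.54 with an estimated correlation). Targets of the ERK pathway differed by -0.76 (adjusted p = 0.011 from camera, adjusted p = 0.54 with an estimated correlation), a call lost without T47D shMEN1 replicate 1 (-0.90). Genes of the unfolded protein and integrated stress response differed by -0.61 (adjusted p = 0.027 from camera, adjusted p = 0.56 with an estimated correlation), a call lost without T47D shMEN1 replicate 1 (-0.50) and with the length trend removed (-0.35). The genes of Table S3, which the study chose on these cells, had a difference of -1.29 (adjusted p = 0.0012 from camera, adjusted p = 0.76 with an estimated correlation), a call lost with fry (adjusted p = 0.12), and -0.81 without T47D shMEN1 replicate 2 and -0.69 with the GC trend removed. Basal and mesenchymal markers differed by -0.63 (adjusted p = 0.044 from camera, adjusted p = 0.54 with an estimated correlation), a call lost without T47D vehicle replicate 1 (-0.53), T47D shMEN1 replicate 1 (-0.67), MCF-7 vehicle replicate 2 (-0.79) or MCF-7 shMEN1 replicate 1 (-0.74) and on log2(FPKM + 1) (-0.68, adjusted p = 0.14), and the median was -1.14 without T47D vehicle replicate 2 and -0.36 with the GC trend removed. Nuclear pore proteins had a difference of 0.44 (adjusted p = 0.021 from camera, adjusted p = 0.54 with an estimated correlation), a call lost with the length trend removed (0.22) or the GC trend removed (0.10). Genes of rRNA processing had one of 0.40 (adjusted p = 0.0012 from camera, adjusted p = 0.54 with an estimated correlation), and 0.20 with the GC trend removed. Zinc finger genes differed by 0.31 (adjusted p = 0.0056 from camera, adjusted p = 0.84 with an estimated correlation), a call lost without MCF-7 shMEN1 replicate 2 (0.13), with the length trend removed (0.22), with the GC trend removed (-0.045) and with fry (adjusted p = 0.41).

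The single genes that follow were taken by the size of the fitted difference in edgeR's interaction term, as the T47D change minus the MCF-7 change. For all but HMGCS2 an arm was at 0 counts, so the fitted value depends on the prior count and gives no size or rank, and the bound printed beside it is what the counts allow. HMGCS2, which starts ketone body synthesis, had a difference of -6.14 (adjusted p = 0.025 from edgeR's interaction term), a call lost without T47D vehicle replicate 1 (-6.38), MCF-7 vehicle replicate 1 (-7.01), MCF-7 vehicle replicate 2 (-5.63) or MCF-7 shMEN1 replicate 2 (-5.71). SFT2D3, a vesicle transport gene, differed by 10.23 (adjusted p = 0.0052 from edgeR's interaction term) and was at least 202-fold higher with shMEN1 in T47D, against a floor of 3 counts over the group at 0. The read-through gene INO80B-WBP1, which shares reads with its neighbors, differed by -9.57 (adjusted p = 0.0086 from edgeR's interaction term) and was at least 130-fold lower in T47D. NPEPPSP1, a pseudogene that shares reads with its parent gene, differed by -8.45 (adjusted p = 0.0080 from edgeR's interaction term) and was at least 63.0-fold higher in MCF-7. On log2(FPKM + 1) the calls of SFT2D3 (0.97), INO80B-WBP1 (-1.22) and NPEPPSP1 (-0.80) were lost. The scavenger receptor OLR1 differed by -6.44 (adjusted p = 0.0097 from edgeR's interaction term) and was at least 14.9-fold higher in MCF-7, a call lost without MCF-7 vehicle replicate 1 (-6.45) or MCF-7 vehicle replicate 2 (-6.46). On log2(FPKM + 1) the OLR1 difference was 0.54 without a call. The kinase LRRK2 differed by -6.56 (adjusted p = 0.016 from edgeR's interaction term) and was at least 3.16-fold higher in MCF-7, a call lost without MCF-7 vehicle replicate 1 (-6.56) or MCF-7 vehicle replicate 2 (-6.58).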

How the results depend on the processing

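The removal of GC trends was chosen after the data were seen, while the other settings were planned. The replicates are 2 per group, and 1.5-fold changes were mostly missed in a simulation with few changed genes, so a lost call is no evidence of no change. Of the results for named genes, 10067 under 1 setting each kept their side of the threshold, 697 lost the call, 359 gained one and 30 turned. For gene lists these counts were 1687, 89, 52 and 13. Turned means a change of direction with a call in at least 1 of the fits compared. A change of direction without a call in either fit stands among the results that kept their side. MEN1 stayed called in both lines under every setting, with log2 fold changes of -3.74 to -2.76 in T47D and -1.97 to -1.91 in MCF-7 when a library was left out, and of -2.23 in T47D with the GC trend removed, -2.25 with GC and length trends removed and -2.26 with these and the replicate block. A line fitted alone gives no difference between the lines, and an estimated correlation and fry apply to lists. For all the changes that follow, the cause was not tested.

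Leaving out 1 library at a time moved the edgeR counts from 3012 higher in T47D to 670 to 4129, from 4005 lower in T47D to 1737 to 4762, from 1069 higher in MCF-7 to 156 to 1779, from 896 lower in MCF-7 to 130 to 2028, and from 2795 differing between the lines to 105 to 5461. By the fold rule it gave 1392 to 2102 up and 1546 to 2274 down in T47D, 908 to 1524 up and 594 to 1204 down in MCF-7, and 287 to 355 up and 203 to 266 down in both. The median of glycolysis lay at -1.08 to -0.84 in T47D and -0.38 to 0.16 in MCF-7, and that of the nuclear OXPHOS subunits at -0.06 to 0.05 in T47D and -0.11 to 0.60 in MCF-7, where it turned without MCF-7 shMEN1 replicate 2.

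Without a filter on low counts edgeR called 1624 higher and 1519 lower in MCF-7 and 4802 differing between the lines. With each line alone it called 712 and 505 in MCF-7. On log2(FPKM + 1), 525 were lower in MCF-7 and 1845 differed. With the GC trend removed 1945 were higher in T47D, 1658 higher and 1630 lower in MCF-7 and 1710 differed, and with GC and length trends removed 2033 and 2166 in MCF-7.

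With the replicate number as a block (replicate block), 3451 genes were higher and 4726 lower in T47D, 1655 and 1537 in MCF-7, and 5326 differed. With the length trend removed too, 1799 and 1867 were called in MCF-7 and 5992 differed, and with GC and length trends removed 2357 and 2616 in MCF-7. The MEN1 difference between the lines gained a call with the block (-1.29) and with it and the length trend removed (-1.31), as did complex I in MCF-7 with the block (0.22), and the difference of basal and mesenchymal markers had a median of -0.58 without a call (adjusted p = 0.056). The deviations of same-numbered libraries correlated at 0.73 in T47D and 0.22 in MCF-7 across 10101 genes. Nothing says that the numbers pair the samples, and with 2 per group the check is weak.

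By the fold rule, a minimum of 10 in all 4 libraries gave 658 up in MCF-7 and 168 in both, and 838, 344 and 75 down in T47D, MCF-7 and both. In that order, T47D, MCF-7 and both, a mean FPKM of at least 1 gave 3112, 2671 and 802 up and 4013, 1513 and 542 down. No filter gave 6253, 6283 and 2152 up and 6557, 3401 and 1105 down, and a mean count of at least 10 gave 3921, 3803 and 1227 up and 4945, 1921 and 729 down. TPM gave 981 down in MCF-7 and 320 in both. Asking both replicate ratios to pass gave 567 up and 346 down in MCF-7, and 161 and 122 in both. The rule on 4 libraries of a line allows no share of other splits under 0.05. Grouping each line's libraries in the other two ways took at most 362 genes in T47D, against 3598 for shMEN1 against vehicle, and at most 290 in MCF-7, against 1665.

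With an estimated correlation the call of glycolysis in T47D was lost (median -0.93, adjusted p = 0.65), as was that of the nuclear OXPHOS subunits in MCF-7 (median 0.23, adjusted p = 0.89), which was also lost with fry (0.23, adjusted p = 0.62), with the length trend removed (0.0083), with it and the replicate block (0.0077), with GC and length trends removed (0.011) and with all 3 (0.010). Glycolysis in MCF-7 gained a call without MCF-7 shMEN1 replicate 2 (-0.38). Fry, which does not compare a list with other genes, did not call other lists that camera called in T47D, at an adjusted p of 0.080 for the cell cycle, 0.062 for cholesterol, 0.062 for the extracellular matrix, 0.063 for subunits encoded by mitochondrial DNA, 0.067 for ribosomal proteins and 0.11 for zinc finger genes, nor in MCF-7, at 0.16 for the extracellular matrix, 0.19 for interferon, 0.066 for menin and its complexes and 0.30 for the mitochondrial subunits.

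Some log2 fold changes in T47D turned with trends removed. With the GC trend, GC and length trends, and these with the block, H2AX went from -1.66 to 0.061, 0.13 and 0.13, ESRRA from -1.28 to 0.045, 0.036 and 0.031, and IGFBP2 from -1.39 to 0.30, 0.36 and 0.35. ACSL4 (0.00), UGCG (0.01) and NUP205 (0.06) went to -0.61, -0.75 and -0.77, to -0.56, -0.65 and -0.65, and to -0.40, -0.52 and -0.52. The zinc finger median in T47D went from 0.30 to -0.041, -0.053 and -0.059, and its difference between the lines from 0.31 to -0.045, -0.12 and -0.13. UQCRC2 (0.46) turned with the GC trend removed (-0.037) and EGFR (0.16) with all 3 (-0.48). With GC and length trends removed, without and with the block, WAPL (0.57) was at -0.16 and -0.16, GFPT1 (0.87) at -0.016 and -0.021, SLC38A1 (0.36) at -0.40 and -0.40, NCL (0.04) at -0.32 and -0.32, nuclear pore proteins in T47D (0.16) at -0.32 and -0.32, and their difference between the lines (0.44) at -0.13 and -0.13. The OLR1 difference (-6.44) was 0.54 on log2(FPKM + 1). In MCF-7, without MCF-7 shMEN1 replicate 1 KMT2A (0.04) was at -0.85 and ribosomal proteins (-0.02) at 0.22, and without MCF-7 shMEN1 replicate 2 mitochondrial ribosomal proteins (0.13) were at -0.17 and zinc finger genes (-0.02) at 0.15. Leaving out 1 library at a time, these 3 medians lay at -0.28 to 0.22, -0.17 to 0.40 and -0.15 to 0.15.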

Differences from the paper's values

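A count here differs from the paper's where one is more than 1.5 times the other, so a count within 1.5 times the paper's under another setting can still lie far from it. These settings were set before the data were examined unless said otherwise, and no cause of a difference was tested. The paper's counts were read by eye from a figure, at its thresholds of 1.5 and 0.66 and an FPKM of 10, but where the FPKM minimum had to be met is not stated in its text.

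In Fig. 1C the paper shows about 650 genes up in MCF-7 after MEN1 knockdown, where the fold rule gives 1023 here. The count is within 1.5 times the paper's with a minimum of 10 in all 4 libraries (658), FPKM + 1 (950), TPM (766), CPM (806), both replicate ratios (567) and without MCF-7 shMEN1 replicate 2 (908), and is not with a minimum in at least 1 library (1122), a mean FPKM of at least 1 (2671), no filter (6283), a count filter (3803), without MCF-7 vehicle replicate 1 (1047), without MCF-7 vehicle replicate 2 (1070) or without MCF-7 shMEN1 replicate 1 (1524).

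For genes down in MCF-7 the paper's count is about 1100 in Fig. 1C, and 642 were found here. The count comes within 1.5 times the paper's with a mean FPKM of at least 1 (1513), TPM (981), CPM (806) and without MCF-7 shMEN1 replicate 1 (1204), but not with a minimum of 10 in all 4 libraries (344), a minimum in at least 1 library (673), no filter (3401), a count filter (1921), FPKM + 1 (564), both replicate ratios (346), without MCF-7 vehicle replicate 1 (655), without MCF-7 vehicle replicate 2 (705) or without MCF-7 shMEN1 replicate 2 (594).

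For genes down in both lines the paper's count is about 410 in Fig. 1C, against 208 here. It lies within 1.5 times the paper's with a mean FPKM of at least 1 (542) and TPM (320), but not with a minimum of 10 in all 4 libraries (75), a minimum in at least 1 library (218), no filter (1105), a count filter (729), FPKM + 1 (184), CPM (268), both replicate ratios (122), or without T47D vehicle replicate 1 (203), T47D vehicle replicate 2 (207), T47D shMEN1 replicate 1 (211), T47D shMEN1 replicate 2 (206), MCF-7 vehicle replicate 1 (220), MCF-7 vehicle replicate 2 (213), MCF-7 shMEN1 replicate 1 (266) or MCF-7 shMEN1 replicate 2 (231).

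The paper states that the knockdown of MEN1 RNA was comparable in T47D and MCF-7. Its Fig. 1A plots MEN1 relative to ACTB, another measurement than RNA-seq, so the sizes are not set side by side. In the RNA-seq the reduction was 88.8% in T47D and 73.9% in MCF-7, and the log2 difference between the lines, -1.22, did not pass edgeR's interaction test (adjusted p = 0.065), though it passed with DESeq2, with voom, without a filter on low counts, with the replicate block and without T47D shMEN1 replicate 1.

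Metabolic energy pathways are named by the paper as the most affected. Among the 41 lists tested here, which are not the paper's pathway terms, glycolysis was the fifth by camera's p in T47D, after genes of interferon, estrogen, ribosomal proteins and hypoxia. It was not called in MCF-7, where cornified envelope and estrogen-induced genes had the lowest p. Fisher's exact test asked whether a list was over-represented among the genes down by the fold rule. In T47D 12 of 16 glycolytic genes past the FPKM filter were down (adjusted p = 0.00014 from Fisher's test), behind interferon, estrogen and Table S3 genes. Of the nuclear OXPHOS subunits 16 of 78 were down (adjusted p = 0.96 from Fisher's test). Among other energy lists, OXPHOS subunits encoded by mitochondrial DNA came next after glycolysis by camera's p in T47D and were called higher in both lines. Nuclear OXPHOS subunits were called higher in MCF-7, and fatty acid synthesis was called lower in both lines. The nuclear OXPHOS median in MCF-7 was 0.0083 with the length trend removed and -0.11 without MCF-7 shMEN1 replicate 2, and fry did not call it (adjusted p = 0.62). The call of the mitochondrial subunits was lost in T47D with the GC trend removed (adjusted p = 0.071 from camera) and in MCF-7 with the length trend removed (adjusted p = 0.17 from camera). With an estimated correlation none of these lists was called.

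The RT-qPCR of Fig. 1G gives expression relative to a reference, another measurement than CPM from RNA-seq. The paper's text does not name the reference used there. ACTB, whose primers stand in Table S3, was itself called in T47D by edgeR, so values set relative to it could differ from CPM folds. In Fig. 1G, 3 complex I genes of T47D, NDUFV1, NDUFS8 and NDUFB7, are shown slightly up or level, where RNA-seq gave -1.39, -1.51 and -2.92 here. The 3 calls were lost without T47D vehicle replicate 1 (-1.14, -1.30 and -2.06), and those of NDUFS8 and NDUFB7 without T47D shMEN1 replicate 2 (-1.01 and -2.17), while without T47D shMEN1 replicate 1 these were at -2.33 and -4.73. NDUFS8 was at -0.27 without a call with the GC trend removed, and NDUFV1 at -0.37 with GC and length trends removed, settings chosen after the values were seen. SDHA and SDHC are shown up in T47D and had log2 fold changes of -0.39 and 0.22 without a call. SDHA was called lower without T47D shMEN1 replicate 1 (-0.60) and with GC and length trends removed and the replicate block (-0.29), and was at 0.064 on log2(FPKM + 1). SDHC was called higher with the replicate block and the length trend removed (0.34). SDHD is up in the figure and here (0.69), a call lost without T47D vehicle replicate 1 (0.63), T47D vehicle replicate 2 (0.73), T47D shMEN1 replicate 2 (0.62), MCF-7 vehicle replicate 1 (0.69) or MCF-7 vehicle replicate 2 (0.68), and the glycolytic genes are down in the figure and here. In MCF-7 most genes of the panel are shown down, among them the glycolytic genes and SDHB, SDHC and SDHD, where edgeR called 0 of the 16, against 1 at an unadjusted p under 0.05 and 0 each by DESeq2, voom and limma on log2(FPKM + 1). TPI1 was called in MCF-7 with the effective-length trend removed (-0.76) and without MCF-7 shMEN1 replicate 2 (-1.10), and PGK1 without MCF-7 shMEN1 replicate 2 (-0.80) and with the replicate block and the length trend removed (-0.51).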

Other observations

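The GC-matched test of seed sites and the removal of GC trends were chosen only after the result was seen.

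Cytosolic ribosomal proteins shifted downward as a group in T47D shMEN1 cells. Of 79 measured, 36 were lower in T47D (38 lower when adjusted over the list alone), with a median log2 fold change of -0.49 (adjusted p = 6.1e-07 from camera, adjusted p = 0.76 with an estimated correlation). RPL36, of the large subunit, went from 109 ± 40.8 to 14.3 ± 9.66 CPM (SD, n = 2 each), a log2 fold change of -2.93 (standard error 0.46, adjusted p = 0.0026 from edgeR), and RPL28 fell by 2.07 on the log2 scale. With the GC trend removed the median was -0.79 and 57 were lower, and the call was lost with fry (adjusted p = 0.067). In MCF-7 edgeR called 0 of the 79, over all genes or when adjusted over the list alone, against 0 higher and 0 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 0 higher and 0 lower, voom 0 and 0, and limma on log2(FPKM + 1) 0 and 0. The MCF-7 median was -0.02 (adjusted p = 0.52 from camera). With the length trend removed it was -0.32 (adjusted p = 4.4e-08), which passed the test, and edgeR called 5 lower, and it was -0.28 (adjusted p = 1.9e-07) without MCF-7 shMEN1 replicate 2 and 0.22 (adjusted p = 0.0032) without MCF-7 shMEN1 replicate 1. Of 78 mitochondrial ribosomal proteins, 6 were higher and 11 lower in T47D (1 higher and 5 lower when adjusted over the list alone), MRPS2 at -2.18 among them, and the median was 0.10 (adjusted p = 0.84 from camera). With the GC trend removed edgeR called 0 higher and 9 lower (median -0.24), and with the length trend removed 15 higher and 13 lower. In MCF-7 edgeR called 0 of the 78 by either adjustment, against 1 higher and 2 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 0 higher and 0 lower, voom 0 and 0, and limma on log2(FPKM + 1) 0 and 0, with a median of 0.13 (adjusted p = 0.21 from camera), which was 0.40 without MCF-7 shMEN1 replicate 1 and -0.17 without MCF-7 shMEN1 replicate 2, passing the test in opposite directions.

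Genes induced by hypoxia shifted downward as a group in T47D. Of 20 measured, 14 were lower in T47D (14 lower when adjusted over the list alone), with a median log2 fold change of -0.91 (adjusted p = 2.4e-05 from camera, adjusted p = 0.65 with an estimated correlation). ANGPTL4, an inhibitor of lipoprotein lipase, fell by 3.51 and PFKFB4, which like PFKFB3 controls glycolysis, by 2.15 on the log2 scale. Of the same 20, 2 were higher and 3 lower in MCF-7 (2 higher and 6 lower when adjusted over the list alone). The MCF-7 median was -0.35 (adjusted p = 0.093 from camera), which passed the test without a filter on low counts. It was -0.54 without MCF-7 shMEN1 replicate 2 and, at the weakest, -0.15 with another library left out in turn. ADM, the vasodilator peptide adrenomedullin, rose in MCF-7 at 3.53 (standard error 0.27, adjusted p = 0.00035 from edgeR), and the difference between the lines was -4.46 (adjusted p = 0.0027 from edgeR's interaction term). Of 21 genes of the unfolded protein and integrated stress response, 4 were higher and 10 lower in T47D (4 higher and 11 lower when adjusted over the list alone) and 2 were higher and 1 lower in MCF-7 (4 higher and 1 lower when adjusted over the list alone). DDIT4, an inhibitor of mTORC1, fell in T47D by 2.35, while the stress-induced transcription factor ATF3 rose in both lines at 1.04 and 1.52. The medians were -0.45 (adjusted p = 0.092 from camera) and 0.01 (adjusted p = 0.77 from camera), and that of T47D passed the test without T47D shMEN1 replicate 2 (-0.57, adjusted p = 0.039), without a filter on low counts and with fry.

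Basal and mesenchymal markers shifted upward as a group in MCF-7. Of 15 measured, 5 were higher in MCF-7 (7 higher when adjusted over the list alone), with a median log2 fold change of 1.00 (adjusted p = 0.0041 from camera, adjusted p = 0.34 with an estimated correlation). Of these 15, 5 also stand in the lists of keratins and extracellular matrix, KRT5 among them, and on log2(FPKM + 1) the list was not called (0.46). Of the 15, 4 were lower in T47D (4 lower when adjusted over the list alone), the smooth muscle actin ACTA2 at -1.48 included, with a median of 0.04 (adjusted p = 0.78 from camera). Of the markers of stroma and blood cells, 8 of 18 were measured, none of them in another list. Of the 8, 3 were lower in T47D (3 lower when adjusted over the list alone) and 1 was higher and 1 lower in MCF-7 (2 higher and 1 lower when adjusted over the list alone). The collagens COL3A1 and COL1A1 fell in T47D at -2.40 and -2.16. The medians were -1.57 (adjusted p = 0.13 from camera) and 0.07 (adjusted p = 0.52 from camera).

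Of 18 genes of menin and its methyltransferase complexes, MEN1 itself included, 2 were higher and 6 lower in T47D (2 higher and 6 lower when adjusted over the list alone), with the histone methyltransferase SETD1A at -2.04 and a median of -0.15 (adjusted p = 0.52 from camera). Of these 18, 3 were lower in MCF-7 (4 lower when adjusted over the list alone), with a median log2 fold change of -0.34 (adjusted p = 0.011 from camera, adjusted p = 0.42 with an estimated correlation). That call was lost without MCF-7 shMEN1 replicate 2 (-0.16, adjusted p = 0.12) and with the length trend removed (-0.23, adjusted p = 0.085), on log2(FPKM + 1) (-0.18, adjusted p = 0.086) and with fry (adjusted p = 0.066), and the median was -0.79 without MCF-7 shMEN1 replicate 1. Of 11 menin targets from other systems, 2 were lower in T47D (1 lower when adjusted over the list alone) and 2 were lower in MCF-7 (1 higher and 3 lower when adjusted over the list alone), ESR1 being among the lower in both, with medians of -0.42 (adjusted p = 0.35 from camera) and -0.36 (adjusted p = 0.14 from camera), that of MCF-7 passing the test without MCF-7 shMEN1 replicate 2 (-0.49, adjusted p = 0.045). Of 25 p53 targets, 3 were higher and 6 lower in T47D (3 higher and 6 lower when adjusted over the list alone), the ferredoxin reductase FDXR at -2.07 and SESN2 at -1.78 among the lower, with a median of -0.16 (adjusted p = 0.85 from camera). For MCF-7 edgeR called 0 of the 25 by either adjustment, against 2 higher and 3 lower at an unadjusted p under 0.05, while over all genes DESeq2 called 2 higher and 1 lower, voom 2 and 0, and limma on log2(FPKM + 1) 1 and 0, with a median of -0.25 (adjusted p = 0.36 from camera). Of 15 regulators of energy metabolism, 4 were higher and 3 lower in T47D (5 higher and 4 lower when adjusted over the list alone), MYC among the lower, and 2 were lower in MCF-7 (2 lower when adjusted over the list alone). In T47D edgeR called 0 higher and 5 lower with the GC trend removed. The medians were 0.21 (adjusted p = 0.86 from camera) and -0.20 (adjusted p = 0.24 from camera). That of T47D was 0.0046 with the length trend removed, -0.12 with the GC trend removed and at lowest 0.015 when a library was left out.

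Genes with a site for the seed of the shMEN1 guide in their 3′ UTR were lower in T47D than other genes. The median log2 fold change of 347 such genes lay -0.52 from that of 14125 without a site (permutation test, two-sided p = 1e-05 matched on 3′ UTR length, the smallest the permutations can give), where random genes matched on that length had a mean difference of 0.15. The genes with a site had a GC content of 54.7% against 48.8%. Random genes matched on GC as well had a mean difference of -0.37, which leaves -0.15 (p = 0.015, 10000 permutations), and with the median of genes of like GC and 3′ UTR length subtracted from each gene the difference was -0.17, with 3 of 149 control sites, or 2.01%, as low. In MCF-7 the difference was -0.04 (permutation p = 0.50 matched on length and 0.87 matched on GC as well). For the passenger strand, with 231 genes, the differences were 0.0096 in T47D, below the mean of 0.19 for random genes matched on length (permutation p = 0.0037), and -0.056 in MCF-7 (p = 0.46), so in T47D genes with a passenger site were also lower than matched genes. Silencing through the seed was taken as the hypothesis. It predicted a fall in both lines, which was not met in MCF-7, where the difference after that subtraction was 0.0079 and 107 of the 149 control sites were as low. For T47D alone it stays open beside the GC trend of these libraries, which may give most of the difference.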
